# Genome-wide analysis of porcine backfat and intramuscular fat fatty acid composition using high-density genotyping and expression data

**DOI:** 10.1186/1471-2164-14-845

**Published:** 2013-12-02

**Authors:** María Muñoz, M Carmen Rodríguez, Estefânia Alves, Josep María Folch, Noelia Ibañez-Escriche, Luis Silió, Ana Isabel Fernández

**Keywords:** Fatty acid composition, Pleiotropic effects, QTL scan, eQTL

## Abstract

**Background:**

Porcine fatty acid composition is a key factor for quality and nutritive value of pork. Several QTLs for fatty acid composition have been reported in diverse fat tissues. The results obtained so far seem to point out different genetic control of fatty acid composition conditional on the fat deposits. Those studies have been conducted using simple approaches and most of them focused on one single tissue. The first objective of the present study was to identify tissue-specific and tissue-consistent QTLs for fatty acid composition in backfat and intramuscular fat, combining linkage mapping and GWAS approaches and conducted under single and multitrait models. A second aim was to identify powerful candidate genes for these tissue-consistent QTLs, using microarray gene expression data and following a targeted genetical genomics approach.

**Results:**

The single model analyses, linkage and GWAS, revealed over 30 and 20 chromosomal regions, 24 of them identified here for the first time, specifically associated to the content of diverse fatty acids in BF and IMF, respectively. The analyses with multitrait models allowed identifying for the first time with a formal statistical approach seven different regions with pleiotropic effects on particular fatty acids in both fat deposits. The most relevant were found on SSC8 for C16:0 and C16:1(n-7) fatty acids, detected by both linkage and GWAS approaches. Other detected pleiotropic regions included one on SSC1 for C16:0, two on SSC4 for C16:0 and C18:2, one on SSC11 for C20:3 and the last one on SSC17 for C16:0. Finally, a targeted eQTL scan focused on regions showing tissue-consistent effects was conducted with *Longissimus* and fat gene expression data. Some powerful candidate genes and regions were identified such as the *PBX1, RGS4*, *TRIB3* and a transcription regulatory element close to *ELOVL6* gene to be further studied.

**Conclusions:**

Complementary genome scans have confirmed several chromosome regions previously associated to fatty acid composition in backfat and intramuscular fat, but even more, to identify new ones. Although most of the detected regions were tissue-specific, supporting the hypothesis that the major part of genes affecting fatty acid composition differs among tissues, seven chromosomal regions showed tissue-consistent effects. Additional gene expression analyses have revealed powerful target regions to carry the mutation responsible for the pleiotropic effects.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-14-845) contains supplementary material, which is available to authorized users.

## Background

Dietary fatty acids (FA) are highly relevant for human health, since some saturated FA (SFA) of medium chain length such as lauric (C12:0) and myristic (C14:0) increase the plasmatic cholesterol level and the risk of cardiovascular diseases [1]. A protective effect reducing cholesterol in blood is attributed to polyunsaturated FA, but from a nutritional point of view the balance between polyunsaturated and monounsaturated FA (PUFA/MUFA) and the n-6/n-3 PUFA ratio are more appreciated than the content of particular fatty acids [2]. It is also well known that fat and long-chain FA, whether in adipose tissue or muscle, affect sensorial and technological properties of meat and meat products [3]. The FA content of pig meat products influences their tenderness, juiciness and flavor [4]. For instance, the pleasant flavor associated to Iberian pig dry-cured hams with high levels of oleic acid and MUFA is explained by the presence in these products of high levels of oleic acid-derived volatiles [5].

The FA composition of porcine fat and muscle tissues exhibits moderate to high heritability values, and the results of studies performed on data from several tissues point out the different genetic control of FA composition in diverse fat and muscle tissues [6–8]. Classical studies of QTL detection, based on microsatellites genotyping data from experimental crosses, have reported several QTL affecting FA composition in different porcine tissues [9–14], and a few significant QTLs in SSC4 [10], SSC7 [14] and SSC14 [13] affecting the content in diverse fat locations of a particular FA. However, only single-trait single-QTL models were used for the corresponding statistical analyses. More complex multitrait models are required for a rigorous checking of pleiotropic QTL effects and for increasing the precision of its estimated location in the genome [15].

The availability of the Illumina PorcineSNP60 BeadChip [16] has improved the genetic analyses of complex traits through the use of high-density genotyping markers. Some studies with high-density chips using the Genome Wide Association approach (GWAS) have been carried out for detecting QTLs affecting FA content [11, 17]. Other studies based on classical models accounting for linkage allowed fine-mapping of significant QTLs not observed by GWAS [18]. Moreover, the integration of the results of QTL fine-mapping with microarray expression data offers a promising tool for understanding the genetic mechanisms influencing complex traits. The expression level of each probe may be treated as a quantitative trait and the marker genotypes used to map loci with regulatory effect on the gene expression level (eQTL). So far, only three global analyses have been published for pigs. In these studies, the combination of genome scans for phenotypic QTL (pQTL) and eQTL has provided key positional candidate genes for important complex pig phenotypes [19–21]. Some variants of this general approach, such as targeted genetical genomics, have been proposed to reduce its high cost [22].

In the present study, an analysis of the genetic basis of the FA composition of backfat (BF) and intramuscular fat (IMF) was performed in an experimental backcross between divergent pig lines with the following objectives; 1) to identify significant QTLs for these traits from two complementary genome scans based on linkage mapping and GWAS, 2) to determine pleiotropic QTLs affecting the content of particular FA in both tissues, 3) to propose candidate genes explaining the putative pleiotropic regions combining targeted eQTL and eGWAS approaches.

## Results

In the current study, QTL scans by linkage and GWAS have been conducted in order to identify chromosomal regions with significant tissue-specific and tissue-consistent effects on the FA composition of two fat deposits, IMF and BF. An additional targeted eQTL analysis focused on regions showing tissue-consistent effects was conducted to identify powerful candidate genes underlying these pleiotropic effects (Figure 1).

**Figure 1:**
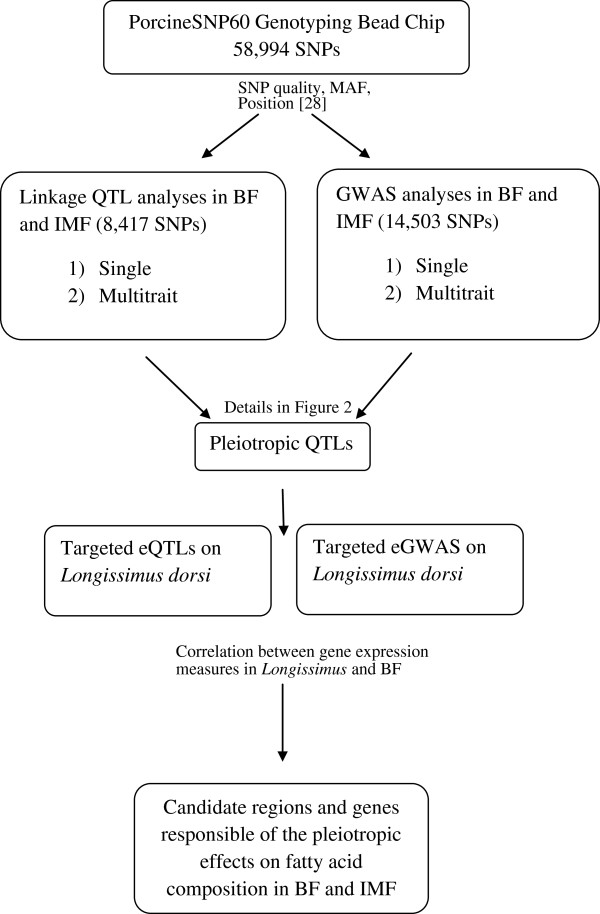
**Work flow representation followed in the current study.**

### *Linkage QTL scan*

Different linkage QTL scans, using single and multitrait models fitting diverse QTL effects, were carried out in order to identify tissue-specific or tissue-consistent QTL for FA composition of backfat and intramuscular fat. The performed QTL scans were conditional on the genotyping data of 8,417 SNPs evenly distributed along each chromosome. The single QTL scan for FA composition in BF revealed at least 11 significant QTLs, taking into account the test multiplicity (*q-*value < 0.05) with effects on the percentages of C14:0, C16:0, C16:1(n-7), C16:1(n-9), C17:0, C18:2, C18:3(n-6) and C20:3 fatty acids in nine porcine autosomes (SSC4, SSC7, SSC8, SSC11, SSC12, SSC14, SSC15, SSC16 and SSC17) (Table 1). Furthermore, at least 14 significant QTLs (*q-*value < 0.05) with effects on the percentages in IMF of C14:0, C16:0, C16:1(n-7), C18:0, C18:2, and C20:3 were identified in nine porcine autosomes (SSC3, SSC4, SSC7, SSC8, SSC10, SSC11, SSC14, SSC16 and SSC17) (Table 2).

**Table 1:** **Significant QTLs affecting BF fatty acid composition (FDR = 0.05)**

SSC	Trait	Position (CI)	LR	***P***-value	***a*** (SE)	Ref^§^
4	C16:0_BF_	61 (61–62)	10.19	1.8 × 10^-3^	0.52 (0.16)	[11, 13, 23]
	C16:1(n-9)_BF_	61 (60–62)	26.76	2.9 × 10^-3^	−0.05 (0.01)	[11, 23]
	C18:2_BF_	61 (62–69)	25.70	5.5 × 10^-4^	−1.16 (0.22)	[9, 10, 23, 24]
	C18:3(n-6)_BF_	61 (61–62)	16.34	2.8 × 10^-3^	−0.06 (0.01)	[14]
	C20:3_BF_	75 (75–81)	18.50	1.6 × 10^-3^	−0.05 (0.01)	[14]
7	C17:0_BF_	8 (7–10)	12.47	4.1 × 10^-5^	−0.05 (0.01)	New
8	C14:0_BF_	91 (86–92)	27.46	3.8 × 10^-4^	0.07 (0.01)	New
	C16:0_BF_	89 (85–90)	41.77	1.8 × 10^-3^	0.95 (0.14)	[9, 12]
	C16:1(n-7)_BF_	90 (86–90)	25.26	2.9 × 10^-3^	0.18 (0.03)	[9, 11, 25]
	C20:3_BF_	86 (85–90)	15.01	0.6 × 10^-3^	−0.04 (0.01)	New
11	C17:0_BF_	10 (9–16)	15.53	2.8 × 10^-3^	0.05 (0.01)	New
12	C14:0_BF_	39 (37–41)	12.30	1.6 × 10^-3^	0.05 (0.01)	[13, 26, 27]
	C16:0_BF_	66 (60–66)	9.20	4.1 × 10^-5^	0.50 (0.16)	New
	C17:0_BF_	1 (1–3)	12.45	3.8 × 10^-4^	0.05 (0.01)	New
14	C16:0_BF_	13 (12–15)	8.55	1.8 × 10^-3^	0.47 (0.16)	[12]
15	C16:1(n-7)_BF_	6 (5–10)	10.78	2.9 × 10^-3^	−0.12 (0.04)	[11]
16	C16:1(n-7)_BF_	15 (10–17)	8.74	5.5 × 10^-4^	−0.11 (0.03)	New
17	C16:0_BF_	58 (58–62)	7.68	2.8 × 10^-3^	0.48 (0.17)	New
	C20:3_BF_	60 (58–62)	10.17	1.4 × 10^-3^	−0.03 (0.01)	New

Position: cM, CI: confidence intervals; LR: Likelihood ratio test values; *a* (SE): additive effect (standard error); ^§^Reference number of the previous studies identifying a QTL for the same trait in any fat tissue.

**Table 2:** **Significant QTLs affecting IMF fatty acid composition (FDR = 0.05)**

SSC	Trait	Position (CI)	LR	***P***-value	***a*** (SE)	Ref^§^
3	C18:0_IMF_	5 (4–8)	16.19	5.7 × 10^-5^	0.61 (0.15)	New
	C18:2_IMF_	12 (11–12)	11.29	7.8 × 10^-4^	−1.00 (0.35)	New
4	C16:1(n-7)_IMF_	104 (104–110)	13.58	2.3 × 10^-4^	0.20 (0.05)	[11]
	C18:2_IMF_	40 (31–44)	21.27	4.0 × 10^-6^	−1.49 (0.33)	[9, 10, 23, 24]
	C20:3_IMF_	40 (34–47)	13.65	2.2 × 10^-4^	−0.08 (0.02)	[14]
7	C18:2_IMF_	121 (103–128)	11.64	6.5 × 10^-4^	0.99 (0.35)	[11]
8	C16:0_IMF_	96 (86–97)	18.09	2.1 × 10^-5^	0.69 (0.16)	[9, 11, 12]
	C16:1(n-7)_IMF_	90 (84–90)	20.20	7.0 × 10^-6^	0.23 (0.05)	[9, 11, 25]
	C18:2_IMF_	98 (98–99)	8.98	2.7 × 10^-3^	−0.76 (0.35)	[25]
10	C18:2_IMF_	81 (79–82)	9.72	1.8 × 10^-3^	−0.83 (0.36)	[12, 13]
11	C18:2_IMF_	1 (1–8)	8.90	2.9 × 10^-3^	0.79 (0.36)	[11]
	C20:3_IMF_	7 (2–8)	11.95	5.5 × 10^-3^	0.07 (0.02)	New
14	C18:2_IMF_	4 (3–4)	8.93	2.8 × 10^-3^	−0.75 (0.35)	[11–13]
16	C18:2_IMF_	70 (69–75)	9.91	1.6 × 10^-3^	0.84 (0.34)	[11]
17	C14:0_IMF_	58 (58–64)	16.83	4.1 × 10^-5^	0.09 (0.02)	[11]
	C16:0_IMF_	58 (57–62)	12.63	3.8 × 10^-4^	0.61 (0.17)	New

Position: cM, CI: confidence intervals; LR: Likelihood ratio test values; *a* (SE): additive effect (standard error); ^§^Reference number of the previous studies identifying a QTL for the same trait in any fat tissue.

Pleiotropic QTLs with consistent effects on both tissues were identified following the decision tree of the statistical contrasts shown in Figure 2a. Those putative pleiotropic QTLs (*q-*value < 0.05) identified in a QTL genome scan using a model fitting pleiotropic effects on a particular FA in both fat depots, were tested in a second step against reduced bivariate models fitting one single QTL effect on BF or IMF. Subsequently, the pleiotropic QTL that remained significant were tested against a model considering two different QTLs on the same chromosome, one for each tissue. The results revealed two highly significant pleiotropic QTL regions in SSC8 at 87 cM for C16:0_BF_ and C16:0_IMF_ and at 90 cM for C16:1(n-7)_BF_ and C16:1(n-7)_IMF_ (Table 3). Other pleiotropic QTL regions were also identified in the SSC11 at 7 cM for C20:3_BF_ and C20:3_IMF_ and at 58 cM in SSC17 for C16:0_BF_ and C16:0_IMF_ (Table 3). However, the results of LR tests indicated that models fitting two QTLs by chromosome were more likely than the putative pleiotropic QTL for C16:0_,_ C18:2 and C20:3 mapping in SSC4, and for C16:0 in SSC12 (Table 3). Moreover, as several QTL mapped at closed positions on SSC8 (Tables 1, 2 and 3), multitrait models including different combinations of FA were used to refine the QTL positions. The results supported the presence on SSC8 of the pleiotropic QTL affecting C14:0_BF_ , C16:0_BF_ , C16:1(n-7)_BF_ , C16:0_IMF_ and C16:1(n-7)_IMF_ at 90 cM (nominal *P-*value = 0.2 × 10^-10^) and two QTLs with effect on C20:3_BF_ and C18:2_IMF_ located at 86 and 96 cM respectively.

**Figure 2:**
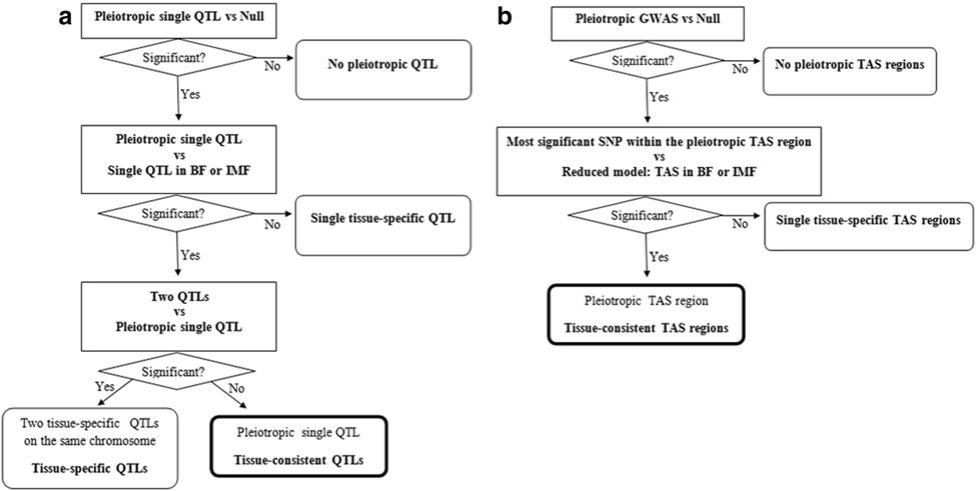
**Decision tree used for identifying pleiotropic QTL and TAS regions. a)** Decision tree used to identify pleiotropic linkage QTL for a particular fatty acid in both IMF and BF fat deposits; **b)** Decision tree used for identifying pleiotropic TAS regions for a particular fatty acid in both IMF and BF fat deposits.

**Table 3:** **Results of pleiotropic QTL scan and testing of models fitting one or two QTLs per chromosome**

SSC	Trait	Position (CI)	LR	***P-***value	***a*** (SE)
Most likely model: one pleiotropic QTL					
8	C16:0_BF_	87 (87–88)	52.34	4.3 × 10^-12^	0.94 (0.13)
	C16:0_IMF_				0.65 (0.15)
	C16:1(n-7)_BF_	90 (86–91)	32.99	6.8 × 10^-8^	0.18 (0.03)
	C16:1(n-7)_IMF_				0.23 (0.05)
11	C20:3_BF_	7 (7–8)	15.91	3.5 × 10^-4^	0.02 (0.01)
	C20:3_IMF_				0.07 (0.02)
17	C16:0_BF_	58 (58–59)	15.54	4.2 × 10^-4^	0.45 (0.16)
	C16:0_IMF_				0.57 (0.16)
Most likely model: two QTLs on the same chromosome					
4	C16:0_BF_	61 (61–64)	19.70	1.9 × 10^-4^	0.49 (0.13)
	C16:0_IMF_	104 (101–104)			0.43 (0.13)
	C18:2_BF_	61 (61–62)	37.99	5.6 × 10^-9^	−1.18 (0.21)
	C18:2_IMF_	35 (34–45)			−1.46 (0.33)
	C20:3_BF_	75 (75–77)	35.64	8.9 × 10^-8^	−0.05 (0.01)
	C20:3_IMF_	43 (42–46)			−0.08 (0.02)
12	C16:0_BF_	68 (66–70)	24.43	2.0 × 10^-5^	0.63 (0.13)
	C16:0_IMF_	34 (33–38)			0.65 (0.14)

All the QTL reached the FDR < 0.05; Position: cM, CI: Confidence intervals; LR: Likelihood ratio test values; *a* (SE): additive effect (standard error).

### *GWAS scan*

Similarly to the linkage QTL analyses, single and bivariate GWAS were performed in order to identify regions with tissue-specific or tissue-consistent effects on FA composition. The GWAS was conducted using a subset of 14,503 SNPs from the PorcineSNP60 Genotyping Bead Chip (Illumina) previously selected for building a high-density linkage map [28]. The single association analysis revealed a total of 515 and 495 SNPs statistically associated to the content of some FA in BF and IMF, respectively. Those chromosomal regions containing more than two significant SNPs (*q*-value < 0.05) not fully linked and with a distance between contiguous SNPs lower than 1.5 cM, were set up as significant trait-associated SNPs (TAS) regions. A total of 44 TAS regions, containing 395 TAS, distributed across SSC1, SSC4, SSC6, SSC8, SSC11, SSC12, SSC13, SSC14, SSC15, SSC16 and SSC18, showed association with FA composition of BF (Table 4). In addition, 35 TAS regions, containing 381 TAS, distributed across SSC1, SSC4, SSC5, SSC8, SSC11, SSC13, SSC14, SSC15 and SSC17, showed association with FA composition of IMF (Table 5).

**Table 4:** **Chromosomal Regions with Trait Associated SNPs (TAS) affecting BF fatty acid (FDR = 0.05)**

SSC	Trait	Chromosomal region (Mb)	N° of TAS	***P***-value	***a*** (SE)	Ref^§^
1	C16:0_BF_	38.33-40.62	10	2.3 × 10^-4^	−0.71 (0.19)	[11]
		82.70-84.02	17	3.2 × 10^-4^	−0.55 (0.15)	[11]
		135.93-136.24	2	7.2 × 10^-4^	−0.51 (0.15)	[11]
	C20:3_BF_	48.24-49.05	4	5.8 × 10^-5^	−0.03 (0.01)	New
4	C16:0_BF_	44.98-45.19	5	3.1 × 10^-5^	−0.73 (0.17)	[11, 13, 23]
		97.76-98.84	4	7.7 × 10^-4^	−0.49 (0.14)	[11, 13, 23]
		111.83-112.18	2	3.0 × 10^-1^	−0.50 (0.14)	[11]
	C16:1(n-9)_BF_	41.61-44.10	9	1.1 × 10^-7^	−0.04 (0.01)	[11]
		46.82-46.86	2	6.6 × 10^-5^	−0.02 (0.01)	[11]
		59.06-62.21	10	1.6 × 10^-5^	0.05 (0.01)	[11, 23]
		68.05-94.49	41	1.2 × 10^-6^	−0.04 (0.01)	[11, 23]
		95.37-98.25	7	1.3 × 10^-6^	−0.04 (0.01)	[11]
		102.45-103.74	5	2.8 × 10^-5^	−0.03 (0.01)	[11]
		106.41-110.55	14	2.3 × 10^-5^	0.03 (0.01)	[11]
		124.78-124.83	2	1.1 × 10^-5^	−0.03 (0.01)	[11]
	C18:2_BF_	89.10-92.44	8	3.1 × 10^-6^	−0.90 (0.18)	[9, 23, 24]
	C20:3_BF_	94.49-100.44	10	1.4 × 10^-6^	−0.04 (0.01)	[14]
		102.45-102.51	3	5.9 × 10^-5^	−0.03 (0.01)	[14]
6	C14:0_BF_	8.01-8.06	2	1.1 × 10^-4^	−0.05 (0.01)	New
8	C14:0_BF_	99.33-99.49	3	8.1 × 10^-7^	0.05 (0.01)	New
		110.90-125.08	28	7.8 × 10^-11^	−0.07 (0.01)	New
	C16:0_BF_	27.62-28.84	5	1.8 × 10^-4^	−0.48 (0.12)	[13]
		40.85-43.06	5	6.0 × 10^-7^	−0.75 (0.14)	[9, 12]
		63.12-65.55	6	1.2 × 10^-6^	0.57 (0.11)	[9, 12, 25]
		75.13-78.81	8	1.8 × 10^-8^	−0.72 (0.12)	[9, 12, 25]
		83.84-126.88	102	1.0 × 10^-17^	−1.00 (0.10)	[9, 11, 12]
		130.63-131.42	3	2.6 × 10^-9^	0.75 (0.12)	[11]
	C16:1(n-7)_BF_	99.33-99.49	3	1.1 × 10^-6^	0.13 (0.03)	[9, 11, 25]
		110.90-125.08	27	2.6 × 10^-9^	−0.16 (0.02)	[9, 11, 25]
	C20:3_BF_	91.57-92.43	4	5.7 × 10^-5^	0.03 (0.01)	New
		99.33-99.49	4	4.9 × 10^-6^	−0.03 (0.01)	New
		117.67-120.10	6	5.6 × 10^-6^	0.03 (0.01)	New
		122.07-124.10	4	2.0 × 10^-5^	0.06 (0.01)	New
11	C16:0_BF_	23.15-23.20	2	9.3 × 10^-4^	0.43 (0.11)	New
		81.98-82.21	2	7.8 × 10^-4^	−0.51 (0.15)	[13]
12	C16:0_BF_	18.56-19.59	3	4.2 × 10^-4^	−0.43 (0.12)	[26]
13	C16:0_BF_	9.60-9.62	2	1.5 × 10^-4^	−0.54 (0.14)	New
		24.49-25.37	3	9.2 × 10^-5^	−0.54 (0.14)	New
14	C16:0_BF_	14.96-15.17	2	5.0 × 10^-4^	−0.42 (0.12)	[12]
		90.64-93.33	5	2.1 × 10^-4^	0.50 (0.13)	New
15	C14:0_BF_	122.99-124.15	3	1.7 × 10^-5^	−0.05 (0.01)	New
16	C14:0_BF_	4.95-5.01	3	7.2 × 10^-5^	0.08 (0.02)	[27]
		69.40-70.12	2	1.6 × 10^-5^	0.08 (0.02)	[29]
18	C14:0_BF_	27.04-27.20	3	1.2 × 10^-5^	0.06 (0.01)	[30]

*P*-value and additive effects of the most significant SNP in each interval; *a* (SE): additive effect (standard error); ^§^Reference number of the previous studies identifying a QTL for the same trait in any fat tissue.

**Table 5:** **Chromosomal Regions with Trait Associated SNPs (TAS) affecting IMF fatty acid (FDR = 0.05)**

SSC	Trait	Chromosomal region (Mb)	N° of TAS	***P***-value	***a*** (SE)	Ref^§^
1	C16:0_IMF_	52.52-84.70	106	8.5 × 10^-6^	−0.57 (0.12)	[11]
		102.64-103.05	3	2.8 × 10^-4^	−0.75 (0.20)	[11]
	C18:2_IMF_	83.14-87.07	3	1.4 × 10^-4^	0.96 (0.29)	[11, 12]
		103.89-112.25	4	1.8 × 10^-4^	0.89 (0.29)	[11, 12]
		122.39-125.33	7	1.6 × 10^-4^	0.97 (0.31)	[11, 12]
		137.22-141.52	23	4.2 × 10^-5^	−1.03 (0.28)	[11, 12]
4	C16:0_IMF_	96.10-97.84	6	6.0 × 10^-4^	−0.72 (0.21)	[11, 13, 23]
	C16:1(n-7)_IMF_	54.27-59.91	7	2.6 × 10^-5^	0.21 (0.04)	[11, 23]
		96.38-96.48	2	1.1 × 10^-5^	0.23 (0.05)	[11, 23]
		136.10-136.33	3	1.7 × 10^-7^	0.21 (0.03)	[11]
	C18:2_IMF_	13.60-13.89	2	5.0 × 10^-5^	−0.99 (0.28)	[9, 10, 23, 24]
		19.84-21.78	4	4.1 × 10^-5^	1.23 (0.32)	[9, 10, 23, 24]
		27.68-34.65	14	5.0 × 10^-6^	−1.10 (0.26)	[9, 10, 23, 24]
		31.92-47.70	24	2.4 × 10^-6^	−1.11 (0.25)	[9, 10, 23, 24]
		54.27-54.69	17	2.6 × 10^-5^	−0.92 (0.25)	[9, 10, 23, 24]
		59.06-73.18	30	1.4 × 10^-5^	−1.14 (0.29)	[9, 10, 23, 24]
		73.18-74.58	2	7.5 × 10^-4^	0.80 (0.28)	[9, 10, 23, 24]
5	C14:0_IMF_	28.55-30.13	5	6.3 × 10^-6^	0.08 (0.02)	[11]
8	C16:0_IMF_	90.73-92.44	5	2.1 × 10^-4^	0.55 (0.14)	[9, 11, 12, 25]
		99.33-99.49	3	9.7 × 10^-6^	0.57 (0.12)	[9, 11, 12, 25]
		110.90-111.01	2	1.4 × 10^-5^	0.65 (0.14)	[9, 11, 12, 25]
		114.21-121.04	17	7.7 × 10^-9^	−0.74 (0.12)	[9, 11, 12, 25]
		123.81-125.08	2	1.7 × 10^-4^	0.53 (0.14)	[9, 11, 12, 25]
		130.63-134.57	3	7.7 × 10^-6^	0.60 (0.13)	[9, 11, 12, 25]
	C16:1(n-7)_IMF_	99.33-99.49	3	3.4 × 10^-7^	0.21 (0.04)	[9, 11, 25]
		114.24-122.29	18	4.9 × 10^-9^	−0.23 (0.04)	[9, 11, 25]
11	C18:1(n-9)_IMF_	4.65-4.81	3	2.0 × 10^-5^	1.69 (0.43)	[11]
	C18:2_IMF_	4.65-5.10	4	1.2 × 10^-4^	−1.25 (0.36)	[11]
13	C16:0_IMF_	109.42-113.53	7	4.8 × 10^-5^	−0.54 (0.14)	New
	C18:2_IMF_	110.18-114.48	6	2.1 × 10^-4^	−1.08 (0.34)	New
14	C18:2_IMF_	1.47-13.67	26	9.8 × 10^-6^	1.22 (0.31)	[11–13]
		51.55-53.07	7	3.8 × 10^-4^	−0.96 (0.33)	[11–13]
15	C16:0_IMF_	106.39-109.72	5	5.2 × 10^-4^	−0.80 (0.23)	[13]
		122.99-124.17	5	2.1 × 10^-5^	−0.60 (0.16)	[13]
17	C16:0_IMF_	22.32-26.80	3	1.1 × 10^-4^	−0.59 (0.15)	[11]

*P*-value and additive effects of the most significant SNP in each interval; *a* (SE): additive effect (standard error); ^§^Reference number of the previous studies identifying a QTL for the same trait in any fat tissue.

Pleiotropic TAS regions were identified following the decision tree of the statistical contrasts shown in Figure 2b. Subsequently to the pleiotropic TAS region identification (*q*-value < 0.05) by GWAS using a model fitting pleiotropic effects on a particular FA, in both fat tissues, the most significant SNPs of each region were tested against their respective single effects in BF or IMF. The results of LR tests revealed six significant pleiotropic TAS regions shown in Table 6 with their corresponding position indicated in Mb. These regions correspond to the positions in genetic distance: 47.85-48.43 cM on SSC1, 67.92-73.92 cM on SSC4 and 58.08-93.60 cM on SSC8 for C16:0_BF_ and C16:0_IMF_, 66.24-66.96 cM on SSC4 for C18:2_BF_ and C18:2_IMF_ and 74.88-75.36 cM and 81.36-93.60 cM on SSC8 for C16:1(n-7)_BF_ and C16:1(n-7)_IMF_.

**Table 6:** **Significant chromosomal Regions with TAS using a** ***pleiotropic*** **GWAS model (FDR = 0.05)**

SSC	Trait	Chromosomal region (Mb)	N° of TAS	***P***-value	***a*** (SE)
1	C16:0_BF_	81.21-84.71	65	1.1 × 10^-5^	−0.52 (0.15)
	C16:0_IMF_				−0.62 (0.15)
4	C16:0_BF_	94.00-99.01	16	3.2 × 10^-4^	−0.50 (0.14)
	C16:0_IMF_				−0.45 (0.15)
	C18:2_BF_	92.05-92.44	5	1.8 × 10^-5^	0.83 (0.19)
	C18:2I_MF_				0.90 (0.29)
8	C16:0_BF_	83.84-130.62	115	1.0 × 10^-11^	−1.00 (0.10)
	C16:0_IMF_				−0.71 (0.11)
	C16:1(n-7)_BF_	99.33-99.49	3	1.1 × 10^-9^	0.13 (0.03)
	C16:1(n-7)_IMF_				0.21 (0.04)
	C16:1(n-7)_BF_	110.90-126.88	34	1.1 × 10^-11^	−0.16 (0.02)
	C16:1(n-7)_IMF_				−0.23 (0.04)

*a* (SE): additive effect (standard error).

### *Targeted eQTL mapping and association analyses of Longissimus dorsi gene expression data*

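*Longissimus dorsi* RNA of 102 backcross pigs, 55 females and 47 males, was hybridized to porcine expression arrays, with 1 array per pig. The pigs were slaughtered in 3 batches. Batch 1 held 8 females and 6 males, batch 2 held 36 females and 34 males, and batch 3 held 11 females and 7 males. Age at slaughter ranged from 171 to 184 days, with a mean of 179.9 days (SD 2.66). Mean age was 175.1 days in batch 1, 180.7 in batch 2 and 180.6 in batch 3 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Carcass weight ranged from 43.6 to 97.8 kg, with a mean of 70.7 ± 10.2 kg (SD). It was 68.6 ± 8.98 kg in females and 73.2 ± 11.1 kg in males (SD). By batch it was 65.9 ± 10.2 kg, 73.3 ± 8.85 kg and 64.6 ± 11.7 kg (SD, permutation test across batches, p = 0.00068).
The deposited values are log2 intensities that the authors had computed with GCRMA, a background correction and normalization that uses probe sequence, in BRB-ArrayTools. They cover 5493 probes and range from 0.80 to 16.00, with array medians between 6.19 and 6.69. After 44 control probes had been left out, 5449 probes were tested. Each probe was fitted with limma on sex, slaughter batch and carcass weight, which are the systematic effects of the paper's own model for an expression value. All tests were two-sided, and p-values were adjusted over all tested probes by the Benjamini-Hochberg procedure. The polygenic effect of that model needs the pedigree, which is not used here, so related pigs were treated as independent. Correlations between genes were computed on the residuals after the 3 effects, with permutation p-values. Genotypes, fatty acid values and the backfat arrays are not used here, so the mapping of expression to chromosome regions is not analysed here. The median difference over all tested probes was -0.10 between batches 1 and 2, and -0.16 between batches 3 and 2. It was -0.04 between females and males. The number of arrays limits the precision of every value.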

According to the previous linkage results, an eQTL scan focused on chromosomal regions showing tissue-consistent effects on FA was conducted with *Longissimus dorsi* gene expression data, one of the tissues with fatty acid composition data. The analyzed regions corresponded to the intervals of 80–110 cM in SSC8, 1–20 cM in SSC11 and 53–63 cM in SSC17. Additionally, in order to reduce the number of conducted tests, the analyses were performed for 470 preselected probes representing genes related to fatty acid metabolism. 

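The deposited probes hold different numbers of genes for the pathways of fatty acid metabolism. Of lists of genes fixed beforehand, 9 genes of lipogenesis had a probe with their name, among them *SCD*, *ME1*, *IDH1* and *TKT*. The same held for 16 genes of fatty acid oxidation, 6 of cholesterol synthesis and uptake, 7 of leukotriene and prostaglandin metabolism, 3 of peroxisomes and 6 of adipocytes. Tables S1, S2 and 7 name 94 probes, of which 91 are in the deposited values. The 470 preselected probes are not listed in full in the sources used here.
Of those 91 probes, 50 carry a gene symbol in the array annotation, and for 38 it is the symbol that the paper gives. The remaining 12 include 3 renamed genes, *SC5DL* as *SC5D*, *AGPAT6* as *GPAT4* and *MLL5* as *KMT2E*. The other 9 carry a different symbol, and whether each stands for a different gene was not tested. The probe that the paper pairs with *RDH16* is annotated as *ATP2A2*, that of *BGLAP* as *PMF1*, that of *RARB* as *ABTB1* and that of *JAZF1* as *TAX1BP1*. A probe that Table S2 names *SLC4A4* in one row and *SLC4A5* in another is annotated as *DCTN1*. The probe of *ADCY10* is annotated as *TCEA3*, that of *ACOT1* as *ACOT6*, that of *CYP3A4* as *CYP3A29* and that of *CACNA1B* as LOC100513397.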

Putative eQTLs were considered those whose confidence interval brackets the target gene position on the chromosome [31]. 

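*MGST2* encodes a microsomal glutathione S-transferase that conjugates glutathione to leukotriene A4 and to lipid peroxides. Its log2 expression was 8.74 ± 0.71 in 55 females and 8.30 ± 0.75 in 47 males (SD), a difference of 0.36 (standard error 0.11, adjusted p = 0.0117 from limma). It was 9.51 ± 0.46 in batch 1 (n = 14), 8.23 ± 0.63 in batch 2 (n = 70) and 9.00 ± 0.48 in batch 3 (n = 18; SD, adjusted p = 1.24e-10 from limma). Among the control probes, the difference between the 5′ and the middle probe of actin, a measure of RNA integrity, also differed between batches. It was -1.28 ± 0.30, -0.80 ± 0.29 and -1.32 ± 0.43 in batches 1, 2 and 3 (SD, permutation test, p = 1e-05, the smallest that the permutations can give).
Across pigs, 1353 of 5448 probes moved with *MGST2*, 596 in the same direction and 757 in the opposite one. Among probes with a gene symbol, the strongest positive relations were with *HIBCH*, an enzyme of valine catabolism (r = 0.512, adjusted p = 0.000176 from limma), *PACRGL* (r = 0.452) and *ANP32E* (r = 0.445). The strongest negative ones were with *CEBPB* (r = -0.516), *CDYL* (r = -0.480) and *ITFG2* (r = -0.473). Spearman's rho of these 6 genes ranged from 0.463 to 0.547 in size, and r without the 2 pigs farthest from the median from 0.448 to 0.562. Every permutation p was 1e-05, and each relation had the same sign in all 3 batches. The genes were picked for their large r in the same pigs, so these are not independent checks. *MGST2* lies on chromosome 8. Of 74 genes of that chromosome, 15 correlated with it (20.3%), against 503 of 2076 elsewhere (24.2%; Fisher's exact test, odds ratio 0.795, p = 0.491).
Table S1 pairs further genes with the same region, chosen by the study from these pigs. *PTPN11*, a tyrosine phosphatase of growth factor signalling, averaged 10.15 in batch 1, 9.33 in batch 2 and 10.47 in batch 3 (adjusted p = 3.07e-20 from limma). *SEC13*, a coat protein of vesicle transport, showed the opposite order with 6.83, 7.57 and 6.55 (adjusted p = 3.55e-14) and was lower in females (difference -0.28, standard error 0.08, adjusted p = 0.00637). The probe named for *BGLAP*, annotated as *PMF1*, averaged 4.74, 5.47 and 4.65 (adjusted p = 2.88e-07).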

Although 13 eQTLs were identified at nominal *P-*value <0.005 (Additional file 1: Table S1), only one eQTL for the *MGST2* gene expression at 84 cM on SSC8 (nominal *P-*value = 0.3 × 10^-4^; *a* = −0.46 ± 0.10) reached the established false discovery ratio (FDR = 20%), calculated from the effective number of expression probes (Neff = 207.45) and the number of tested positions for each one of the analyzed chromosome regions (30, 20 and 10, respectively).

Similarly to the eQTL, association analyses for *Longissimus dorsi* gene expression data were conducted focusing on the four TAS regions showing tissue-consistent results according to the previous GWAS, pleiotropic pTAS regions. These regions corresponded to the intervals 81.21-84.71 Mb of SSC1 (containing 65 SNPs), 92.05-92.44 Mb and 94.00-99.01 Mb of SSC4 (containing 5 and 16 SNPs, respectively) and 83.84-130.62 Mb (containing 115 SNPs) of SSC8. Putative gene expression TAS (eTAS) were considered those where the TAS region bracket the target gene position on the chromosome. A total of 94 eTAS regions were identified at nominal *P-*value < 0.005 (Additional file 2: Table S2), eight of them reached the assumed false discovery ratio (FDR = 20%), calculated from the effective number of expression probes and the effective number of SNPs for each one of the analyzed TAS regions (Meff = 12.5, 1.58, 23.98 and 89.01, respectively). 

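*LIPG*, an endothelial lipase, was lower in females than in males. It averaged 4.06 ± 0.95 in females and 4.84 ± 1.23 in males (SD, n = 55 and 47), a log2 difference of -0.79 (standard error 0.21, adjusted p = 0.0033 from limma). *ELOVL6*, the elongase of C16 fatty acids, averaged 4.99 ± 1.08 in females and 4.54 ± 1.14 in males. That difference of 0.44 did not pass the test (standard error 0.21, adjusted p = 0.112). Within batch 2 alone it was 0.71 and did (adjusted p = 0.0103), as it did when 4 arrays with signal of both sexes or of the other sex were left out (adjusted p = 0.0424). *NUDT7*, *KIT*, *IL1R2* and the probe named for *RDH16*, annotated as *ATP2A2*, differed between the sexes by -0.25, -0.14, -0.08 and 0.17, with adjusted p-values from 0.307 to 0.592.
Slaughter batch moved *ELOVL6*, *IL1R2*, *LIPG* and the probe named for *RDH16*, as it did *MGST2*. *ELOVL6* averaged 5.63 ± 0.84, 4.54 ± 0.95 and 5.07 ± 1.54 in batches 1, 2 and 3 (SD, adjusted p = 0.00188 from limma). With the actin difference as a further effect, its adjusted p was 0.108. The probe named for *RDH16* averaged 4.87 ± 0.96, 5.32 ± 0.92 and 4.69 ± 0.74 (adjusted p = 0.0085, and 0.502 with the actin difference). *IL1R2*, the decoy receptor of interleukin 1, averaged 6.79 ± 0.54, 7.25 ± 0.51 and 7.20 ± 0.58 (adjusted p = 0.00609). *LIPG* averaged 3.98 ± 1.14, 4.61 ± 1.20 and 4.03 ± 0.72 (adjusted p = 0.0345). Its adjusted p was 0.13 after quantile normalization and 0.069 without those 4 arrays. *NUDT7* (adjusted p = 0.0554) and *KIT* (0.208) did not pass.
None of these genes passed the test for carcass weight. The slopes per 10 kg included -0.11 for *IL1R2* (standard error 0.06, adjusted p = 0.473 from limma), -0.12 for *LIPG* (adjusted p = 0.688) and 0.08 for *ELOVL6* (adjusted p = 0.795).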

Two eTAS regions in SSC1 showed effects on *LIPG* and *LDLR* genes expression, two in SSC4 on *RDH16* and *NUDT7* and four in SSC8 on *MGST2, KIT, IL1R2* and *ELOVL6* genes (Table 7).

**Table 7:** **Significant chromosomal Regions with TAS affecting gene expression in** ***Longissimus dorsi***

					Annotation		
Chromosome	Region (Mb)	N° of SNPs	***a*** (SE)	***P***-value	Probe	Gene	Chromosome (Position, Mb)
1	81.21-85.72	9	0.72 (0.18)	6.7 × 10^-5^	Ssc.21663.1.A1_at	*LIPG*	1 (108.64)
1	84.36-85.72	2	−0.48 (0.11)	9.8 × 10^-6^	Ssc.21926.1.S1_at	*LDLR*	2 (70.19)
4	92.44-92.69	2	0.48 (0.13)	5.7 × 10^-4^	Ssc.22641.3.S1_at	*RDH16*	5 (24.13)
4	92.04-92.44	5	−0.57 (0.14)	1.2 × 10^-4^	Ssc.11186.1.S1_at	*NUDT7*	6 (10.10)
8	114.73-123.96	26	−0.67 (0.14)	1.3 × 10^-6^	Ssc.1008.1.A1_at	*ELOVL6*	8 (120.12)
8	117.90-126.37	28	0.38 (0.07)	1.6 × 10^-6^	Ssc.21635.1.A1_at	*MGST2*	8 (92.87)
8	117.90-126.37	29	−0.43 (0.08)	1.1 × 10^-7^	Ssc.16096.2.S1_a_at	*KIT*	8 (43.55)
8	120.94-128.08	15	−0.64 (0.12)	8.8 × 10^-7^	Ssc.25357.1.S1_at	*IL1R2*	15 (54.94)

*a* (SE): additive effect (standard error).

Since the gene expression analyses were focused on those regions showing pleiotropic effects on the FA content of both analyzed tissues, and as the limited number of available BF gene expression data (40 samples) did not allow us to conduct linkage or association analyses, correlations between IMF and BF gene expression measures were calculated. The correlation values for the genes affected by eQTL or eTAS in the previous analyses are shown in Figure 3. Significant and positive correlations between their expression levels were observed for *LDLR, KIT, ELOVL6, RDH16* and *MGST2* genes. These results may indicate a common expression regulatory element for these genes in both tissues.

**Figure 3:**
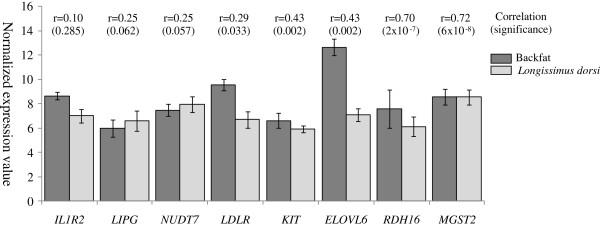
**Expression values in** ***Longissimus dorsi*** **and backfat of the genes for which eQTL or eTAS regions were identified.** Graphical representation of the mean and standard deviation of the microarray normalized gene expression values measured in *Longissimus dorsi* and backfat samples of 40 backcrossed pigs. Pearson correlations and significance were calculated on these 80 expression data.

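In the 102 muscle arrays, *MGST2* had a mean log2 value of 8.54 ± 0.76 (SD, n = 102), and *KIT*, a receptor tyrosine kinase of mast cells and melanocytes, 3.99 ± 0.58. Probes differ in affinity, so these intensities do not rank the genes by RNA level. The means lay at the percentile 83.9 of all probe means for *MGST2* and at 8.26 for *KIT*. *IL1R2* averaged 7.18 ± 0.54 and *NUDT7* 6.99 ± 0.91, at percentiles 64.6 and 61.1. *ELOVL6* averaged 4.78 ± 1.13 (percentile 18.8) and *LIPG* 4.42 ± 1.15 (13.9). The probe named for *RDH16*, annotated as *ATP2A2*, averaged 5.15 ± 0.93 (24.6). The pig with the highest *ELOVL6* had 9.13 and the lowest 2.62. For *LIPG* the range was 2.38 to 7.62.
The paper does not name the 40 pigs of this comparison, so all 102 are given. The highest mean that any 40 of them can give is 5.54 for *LIPG*, 6.06 for the probe named for *RDH16* and 7.85 for *NUDT7*. It is 5.89 for *ELOVL6*, 9.29 for *MGST2*, 4.55 for *KIT* and 7.68 for *IL1R2*.

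**Figure D1:**
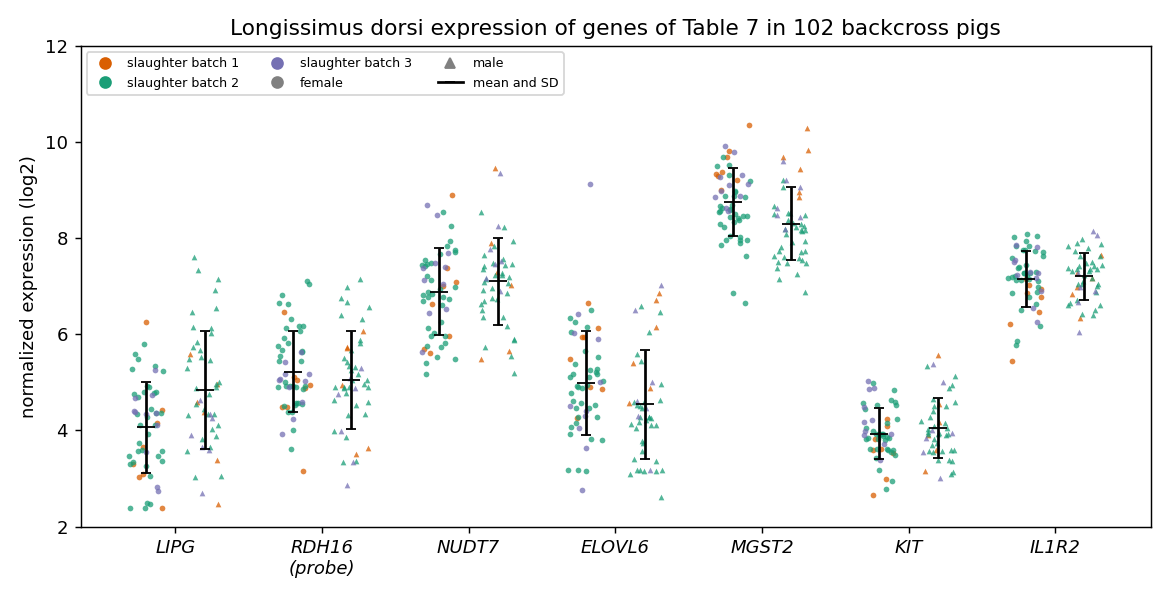
Log2 expression of 7 genes of Table 7 in *Longissimus dorsi* of each of the 102 pigs, with females as circles, males as triangles, colours for the 3 slaughter batches, and the mean and SD of each sex. Over both sexes the mean is 3.99 for *KIT* and 8.54 for *MGST2*.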

## Discussion

In the present study a whole-genome scan based on high-density genotyping has been conducted following different strategies, QTL scan by linkage and GWAS, in order to identify chromosomal regions with significant tissue-specific and tissue-consistent effects on the FA composition of two fat deposits, intramuscular fat and backfat. The justification of this double approach arises from the different hypothesis about the causative mutations underlying each method. The linkage QTL scan is based on the assumption of alternative alleles fixed in each parental line of the experimental intercross. However, the GWAS is free of this assumption about frequencies, and the detected associations are based on the linkage disequilibrium between SNPs and causative mutations. When the frequencies of causative mutations are not largely divergent in the p arental lines, the linkage QTL analyses lose detection power, and therefore GWAS would contribute to the identification of chromosomal regions undetected in the linkage QTL scan. In the current study, several chromosomal regions affecting FA composition were detected by both approaches, as the regions identified on SSC4, SSC8 and SSC14 affecting diverse FA in BF or the identified ones on SSC4, SSC8, SSC11 and SSC14 affecting also several FA in IMF. However, other significant genome regions were identified only by one of the two approaches. Particularly remarkable were the associations found on SSC1 affecting several FA in both BF and IMF which were undetected by the linkage scan, and the QTL region on SSC17 at 58 cM affecting C16:0 content in BF and IMF, undetected by GWAS. Moreover, the great majority of the regions with pleiotropic effects on a particular FA in both fat deposits were detected only by one of the approaches, except those identified on SSC8 for C16:0 and C16:1(n-7) acids. These results show that both approaches can provide complementary results, as reported in previous studies [32].

A comparison of the results obtained for both fat depots showed that in general those obtained in BF were more numerous and significant than those detected in IMF. In fact the QTL and TAS regions detected on SSC8, which affected C16:0_BF_, were the most significant of the scans carried out in both fat deposits. Several previous studies revealed that the heritability estimates of fatty acid composition are lower in IMF than in other fat depots, pointing out a larger environmental component for IMF fatty acid composition than for other tissues [7, 8]. Even so, the analyses conducted in the present study have allowed us to confirm the existence of several tissue-consistent regions showing effects on fatty acid composition. Most of the detected QTLs and TAS regions were tissue-specific, supporting the hypothesis that the major part of the genetic basis of fatty acid composition differs among fat tissues.

Joining linkage QTL and GWAS results, over 30 chromosomal regions showed association with fatty acid composition specifically in BF. Although many regions with effects on fatty acid composition in BF have already been reported in previous studies (porcine QTL database, http://www.animalgenome.org/cgi-bin/QTLdb/SS/index), new associations in 11 of the 18 autosomes are reported here for the first time (Table 8). Likewise, over 20 chromosomal regions showed association with fatty acid composition specifically in IMF. Several regions detected by linkage and association analyses in this fat depot had already been identified in a previous GWAS study conducted on the same animal material by Ramayo-Caldas et al. [11] or in other previous studies using different animal material [9, 10, 12–14, 23–27, 29, 30] but six new regions in four different chromosomes are reported here for the first time (Table 8). Slight differences in the position of the overlapping QTL regions can be observed between Ramayo-Caldas et al., [11] study and the present one likely due to the different porcine assembly version and marker numbers employed in each study. The *Sscrofa10* assembly version and 48,119 SNPs were employed in the study of Ramayo-Caldas et al. [11], while re-annotation of the SNPs with the updated *Sscrofa10.2* assembly version and a selected set of 14,503 SNPs have been employed in the present study.

**Table 8:** **Summary of the new QTLs for fatty acid composition identified in the current study**

SSC	Position Mb	Trait	Tissue	Methodology
Single QTL regions				
1	48.24-49.05	C20:3	BF	GWAS
3	9.44-13.53	C18:0	IMF	Linkage
3	15.71-17.67	C18:2	IMF	Linkage
6	8.01-8.06	C14:0	BF	GWAS
7	6.01-8.65	C17:0	BF	Linkage
8	99.33-99.49	C14:0	BF	Linkage/GWAS
8	110.90-125.08	C14:0	BF	Linkage/GWAS
8	91.57-92.43	C20:3	BF	Linkage/GWAS
8	99.33-99.49	C20:3	BF	Linkage/GWAS
8	117.67-120.10	C20:3	BF	Linkage/GWAS
8	122.07-124.10	C20:3	BF	Linkage/GWAS
11	23.15-23.20	C16:0	BF	GWAS
11	11.98-15.27	C17:0	BF	Linkage
11	11.98-12.68	C20:3	IMF	Linkage
12	37.00-42.66	C16:0	BF	Linkage
12	2.51-4.04	C17:0	BF	Linkage
13	9.60-9.62	C16:0	BF	GWAS
13	24.49-25.37	C16:0	IMF	GWAS
13	110.18-114.48	C18:2	IMF	GWAS
14	90.64-93.33	C16:0	BF	GWAS
15	122.99-124.15	C14:0	BF	GWAS
16	9.56-16.53	C16:1	BF	Linkage
17	40.42-45.39	C16:0	BF/IMF	Linkage
17	41.27-45.39	C20:3	BF	Linkage
Pleiotropic QTL regions				
1	81.21-84.71	C16:0	BF/IMF	GWAS
4	94.00-99.01	C16:0	BF/IMF	GWAS
	92.05-92.44	C18:2	BF/IMF	GWAS
8	83.84-130.62	C16:0	BF/IMF	Linkage/GWAS
	99.33-99.49	C16:1	BF/IMF	Linkage/GWAS
11	11.98-12.68	C20:3	BF/IMF	Linkage
17	41.27-41.82	C16:0	BF/IMF	Linkage

The current study has mainly focused on identifying chromosomal regions showing tissue-consistent effects for fatty acid composition measured in both BF and IMF. The results of the present study allowed us to identify for the first time with a formal pleiotropic statistical approach seven different pleiotropic regions with effects on particular fatty acids in both fat deposits. Moreover, the conducted complementary eQTL scans have allowed us to highlight particular candidate genes.

The tissue-consistent region identified on SSC1 for C16:0 fatty acid content was detected by GWAS analyses. The frequencies of the most significant SNP within the TAS region were far from the hypothesis of alternative alleles in the parental generation: the *H3GA0002028G* allele was fixed in the founder Iberian boars and at a frequency equal to 0.75 in the founder Landrace sows. This TAS region, that expands 3.5 Mb and contains 65 SNPs with significant effects, revealed also an association with the gene expression in *Longissimus* of two important genes (*LDLR, LIPG*) with respective functional roles in lipid transport and HDL catabolism. Moreover, a positive significant correlation was detected for muscle and backfat *LDLR* expression, suggesting that a common expression regulatory element of this gene could be acting in both tissues, in accordance to the hypothesis of pleiotropic effects. 

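*LIPG* moved with 746 of the 5448 other probes across the 102 pigs in limma, 467 in the same direction and 279 in the opposite one. After sex, batch and weight, it went with *CREM*, a transcription factor of cyclic AMP signalling (r = 0.531, adjusted p = 6.76e-06 from limma). It also went with *SMPDL3A*, a phosphodiesterase (r = 0.520), and *NDEL1* (r = 0.518). It went against the tubulin cofactor *TBCC* (r = -0.607, adjusted p = 1.77e-07) and the muscle transcription factor *SIX4* (r = -0.530). For the 6 strongest relations of probes with a gene symbol, which include a second probe of *SIX4*, rho ranged from 0.404 to 0.565 in size, and r without the 2 farthest pigs from 0.465 to 0.569. The permutation p of each r was 1e-05, the smallest that the permutations can give. Since these relations were picked for their size in the same pigs, that p is not an independent check. All 6 had the same sign in batches 1 and 2, and 3 of the 6 in batch 3. For *CREM*, r was 0.639 in batch 1 (n = 14), 0.620 in batch 2 (n = 70) and -0.262 in batch 3 (n = 18), so it was not seen in batch 3.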

Because the *LDLR* gene is mapped at 70.19 Mb on SSC2, a potential regulator of *LDLR* transcription should be mapping within the SSC1 pleiotropic region under study. Regulatory binding sites in the *LDLR* gene promoter have been described for C/EBPbeta, AP-2alpha isoform 3, AP-1, AP-2alpha isoform 2, PPAR-gamma1, PPAR-gamma2, AP-2alpha isoform 4, AP-2alpha, AP-2alphaA and SP1 transcription factors (http://www.genecards.org). However, none of them has been mapped within or even close to the target region up to now.

The two tissue-consistent regions identified on SSC4 for C16:0 and C18:2 fatty acids were also detected by GWAS analyses. For these two pTAS regions, the most significant SNP alleles, *ASGA0087140C* and *MARC0090207G,* were fixed in the founder Iberian boars and displayed 0.48 and 0.63 frequencies in the founder Landrace sows, respectively, as well far from the hypothesis of alternative frequencies in the parental populations. The region showing effects on C16:0 (94.00-99.01 Mb), revealed no association with gene expression in *Longissimus dorsi*. By contrast, the SSC4 region showing effects on C18:2 (92.05-92.44 Mb), provided association with the expression of *RDH16* and *NUDT7* genes. 

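The probe that Table 7 pairs with *RDH16*, a retinol dehydrogenase, carries the annotation of *ATP2A2*, the calcium pump of slow muscle fibres. Its correlation with the other 2 probes of *ATP2A2* was weak, with r = 0.225 (permutation p = 0.0225, adjusted p = 0.124 over 11 relations) and 0.139 (permutation p = 0.163, adjusted p = 0.256). Spearman's rho was 0.248 and 0.181. By batch, r was 0.554, 0.268 and -0.412 for one and 0.542, 0.168 and -0.454 for the other, so the sign changed in batch 3. The other 2 probes correlated with each other at r = 0.916. Which transcript the probe measures could therefore not be settled here. In limma, 384 probes moved with it, those with a gene symbol led by *IMP4* (r = 0.449, adjusted p = 0.00968), *NAT10* (r = 0.407) and *EEF1AKMT1* (r = 0.405), and against it *TGFB2* (r = -0.399), *TRIM55* (r = -0.399) and *DYNC1I2* (r = -0.394).
*NUDT7* encodes a peroxisomal enzyme that splits coenzyme A and its esters. It moved with 1233 probes, 700 in the same direction and 533 in the opposite one. The strongest relation was with *HSDL2*, a peroxisomal dehydrogenase of lipid metabolism (r = 0.735, adjusted p = 1.11e-13 from limma). Within batches 1, 2 and 3 it was 0.912, 0.677 and 0.754. Among probes with a gene symbol it was followed by *ME2* (r = 0.690) and *PLN* (r = 0.676), and on the negative side by *ZDHHC14* (r = -0.667), *PDZRN3* and *CAND2* (both r = -0.599). All 6 kept their sign in each batch, with rho from 0.587 to 0.712 in size, r without the 2 farthest pigs from 0.561 to 0.692 and permutation p-values of 1e-05. Being chosen by r in the same pigs, they have no independent check in these values. *NUDT7* and the probe named for *RDH16* did not correlate (r = 0.132, permutation p = 0.184, adjusted p = 0.367; rho = 0.145, p = 0.148). Without the 2 farthest pigs r was 0.143, and by batch 0.271, 0.0911 and -0.0649. *NUDT7* averaged 6.94, 6.87 and 7.46 in the 3 batches.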

Besides, a high positive correlation (0.70) was found between muscle and backfat *NUDT7* expression. The *NUDT7* gene encodes for a peroxisomal coenzyme A diphosphatase whose function, among others, is to remove potentially toxic oxidized CoA disulfide from peroxisomes to maintain the capacity for beta-oxidation of fatty acids. Although *NUDT7* gene maps on other chromosome different than the pleiotropic region under studio, the promoter region of this gene contains a known binding site for transcription factor Pbx1 (http://www.genecards.org). The *PBX1* gene maps very close to the target region, at 93.57 Mb in SSC4. Therefore, a mutation on *PBX1* could potentially modify *NUDT7* gene expression, altering the peroxisome capacity for fatty acids oxidation. Further structural studies focused on *PBX1* gene would allow us to determine the mutation providing *NUDT7* expression changes, potentially responsible for the C18:2 contents in both fat deposits.

The most reliable results were found in SSC8, where linkage QTL scan as well as GWAS revealed significant pleiotropic regions with effects on C16:0 and C16:1(n-7) fatty acids. Moreover, the multitrait QTL linkage analysis allowed us to statistically determine for the first time the presence of a region with pleiotropic effects in both fat deposits with a maximum at 90 cM affecting C14:0_BF_ , C16:0_BF_ , C16:1(n-7)_BF_ , C16:0_IMF_ and C16:1(n-7)_IMF_. In both fat tissues, the Iberian *Q* allele would increase the content of SFA and MUFA and decrease the PUFA content. The effects found are consistent with those described by Clop et al. [9] and Sánchez et al. [12] on C16:0 but only in BF. In the current study, the effects have been detected in both tissues and not just on C16:0 but also on C16:1(n-7). In addition, the same pleiotropic regions revealed significant associations with the expression *in Longissimus dorsi* of three interesting genes *ELOVL6, MGST2* and *KIT*, in addition to significant positive correlations between their expression values in loin muscle and backfat. 

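Of the 3 pairs among *ELOVL6*, *MGST2* and *KIT*, the pair *ELOVL6* and *MGST2* correlated in muscle and the pairs with *KIT* did not pass. Signal near background (mean 3.99, percentile 8.26) limits *KIT*, so its pairs do not show an absence of correlation. For *ELOVL6* and *MGST2*, r was 0.282 after sex, batch and weight (permutation p = 0.0039, adjusted p = 0.0364 over 28 pairs). Spearman's rho was 0.343 (permutation p = 0.00051) and r without the 2 farthest pigs 0.316. Within batches 1, 2 and 3 it was 0.0141, 0.312 and 0.279 (permutation p = 0.962, 0.00857 and 0.261). It no longer passed with 2 principal components added (r = 0.169), with the actin difference added (r = 0.230), or in batch 2, females or males alone.
For *MGST2* and *KIT*, r was -0.213 (permutation p = 0.0315, adjusted p = 0.143) and rho -0.167 (permutation p = 0.0948). Without the 2 farthest pigs r was -0.182, and by batch 0.0512, -0.324 and -0.0670. For *ELOVL6* and *KIT*, r was 0.0509 (permutation p = 0.609, adjusted p = 0.772) and rho 0.00476 (permutation p = 0.962). Without the 2 farthest pigs r was 0.0962, and by batch 0.300, -0.0113 and 0.0538. Over all probes, only *SAT1* (r = 0.454) and the endothelial gene *CLDN5* (r = 0.446, adjusted p = 0.00922 from limma) moved with *KIT*, with rho from 0.384 to 0.405. *IL1R2* moved with 224 probes, those with a gene symbol led by *SATB1* (r = 0.533, adjusted p = 7.26e-05), *GAB1* (r = 0.506) and the cholesterol gene *FDFT1* (r = 0.475), and against *NPC2* (r = -0.469), *NPM3* (r = -0.468) and *CKS2* (r = -0.452). In batch 3, 5 of these 6 kept their sign.

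**Figure D2:**
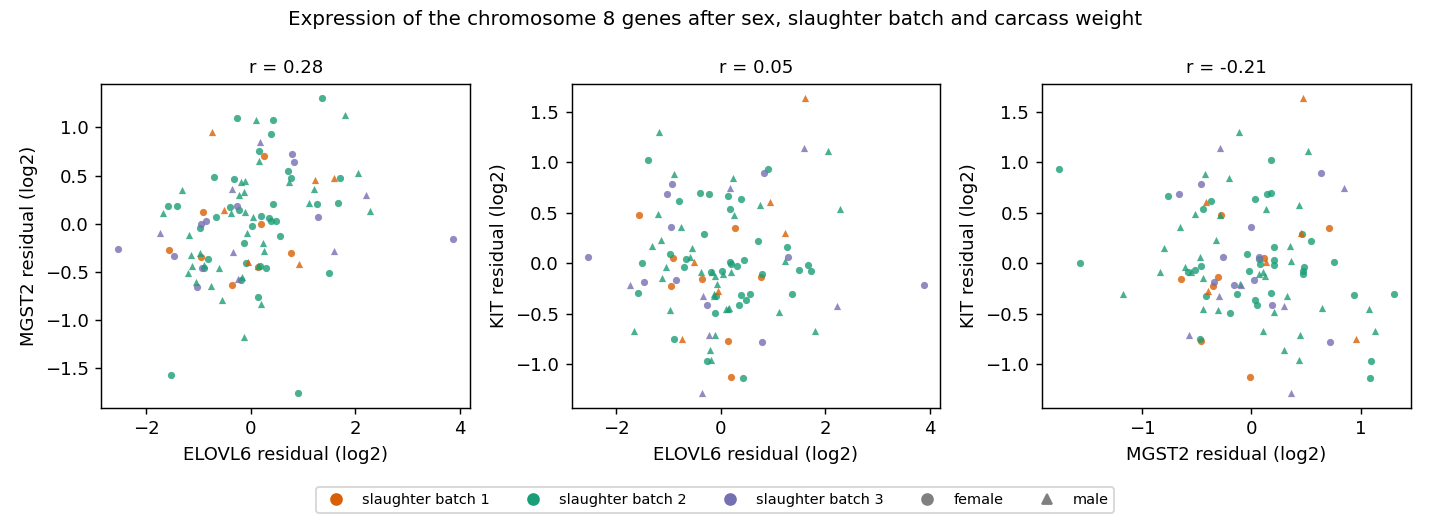
Residual log2 expression of the 3 pairs among *ELOVL6*, *MGST2* and *KIT*, 1 point per pig and a colour per slaughter batch. Over the 102 pigs r is 0.282 for *ELOVL6* and *MGST2*, 0.0509 for *ELOVL6* and *KIT*, and -0.213 for *MGST2* and *KIT*.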

The only significant eQTL identified corresponded to this chromosomal region on SSC8. Among these genes, *MGST2* and *ELOVL6* fall within or very close to the target pleiotropic region (92 and 120 Mb, respectively). The *MGST2* gene encodes a microsomal glutathione S-transferase, a protein that is involved in the biosynthesis of leukotrienes and prostaglandin E from arachydonic fatty acid (C20:4) [33]. The role of the *ELOVL6* in fatty acid metabolism is even clearer, as it codes for a fatty acid elongase which catalyzes the elongation of FAs with 12–16 carbons to C18 [34]. Moreover, in a previous study conducted on the same animal material [17], the authors detected a strong effect of *ELOVL6*:c.-533C > T SNP on C16:0 and C16:1 (n-7) percentages measured in BF and IMF. Furthermore, significant differences in *ELOVL6* gene expression were observed when animals were classified by the *ELOVL6*:c.-533C > T genotype in BF tissue, but not in *Longissimus* muscle. Despite the strong association of *ELOVL6*:c.-533C > T polymorphism with the BF gene expression and with C16:0 and C16:1(n-7) percentages, the authors identified a stronger association of another SNP, *ALGA0049135*, outside but near to the *ELOVL6* gene. All these results, together with the obtained in the present study, seem to indicate that the mutation underlying the QTL would be located in a regulatory element close to the *ELOVL6* gene, affecting *ELOVL6* gene transcription and other nearby genes, such as *MGST2* and even the *KIT* gene. 

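Expression of *ELOVL6* in muscle went with that of *SCD*, which desaturates the same fatty acids, and of *MGST1*, a paralog of *MGST2*. Per SD of *ELOVL6*, *MGST1* rose by a log2 of 0.55 (standard error 0.06, adjusted p = 4.43e-10 from limma, n = 102) and *SCD* by 0.64 (standard error 0.09, adjusted p = 1.43e-07). *PSAT1* of serine synthesis rose by 0.52 and *CDO1* of cysteine catabolism by 0.51. *IDH1*, which makes NADPH, rose by 0.40 (adjusted p = 1.76e-06). In all, 1130 of 5448 probes passed, 669 rising and 461 falling with *ELOVL6*. With 2 principal components added 488 did, 416 rising and 72 falling, of which 326 were among the 1130, and in batch 2 alone 338 did. Adding the actin difference left 775, 459 rising and 316 falling with *ELOVL6*, of which 669 were among the 1130. *DPP4* (r = 0.435) and *THRB* (r = 0.323) of Table S1 rose with it as well, and *RUNX1* (r = -0.358) and *CEBPB* (r = -0.300) fell. The falls of *RUNX1* and *CEBPB* were lost with 2 principal components added, and that of *CEBPB* in 3 further settings.
Of 12 gene lists tested with camera at a preset correlation, 5 moved with *ELOVL6*. Genes of leukotriene and prostaglandin metabolism rose (adjusted p = 0.00105), and this call alone held with an estimated correlation (adjusted p = 0.0146). In that list 3 of 7 genes passed, and 3 when adjusted over the list alone. They were *MGST1* (r = 0.656), *PTGR1* (r = 0.515) and *MGST2* (r = 0.282), while *PTGR2* did not pass (r = 0.137, adjusted p = 0.326 from limma). The list call therefore does not show a rise of the whole pathway. Lipogenesis rose (adjusted p = 0.00561; adjusted p = 0.0881 with an estimated correlation), with 3 of 8 genes higher and *LPIN1* lower (r = -0.322, lost after quantile normalization), and 4 higher when adjusted over the list alone. Fibroblast and extracellular matrix genes rose (adjusted p = 1.08e-05; adjusted p = 0.0881 with an estimated correlation), with 6 of 10 past, also when adjusted over the list alone, among them *FN1* (r = 0.490), and *POSTN* and *MFAP5*, which did not pass in batch 2 alone. The glucocorticoid and fasting response fell (adjusted p = 0.00184; adjusted p = 0.111 with an estimated correlation), with 6 of 11 genes past and 7 when adjusted over the list alone, *KLF15* among them (r = -0.398, lost with 2 principal components added). The immediate-early and stress response fell (adjusted p = 0.00435; adjusted p = 0.396 with an estimated correlation), with 7 of 16 genes past and 8 when adjusted over the list alone. That list did not pass with 2 principal components added (adjusted p = 0.386).
The adipocyte list did not pass (adjusted p = 0.0977), though it did with 2 principal components added (adjusted p = 0.016). Its genes *ADIPOQ* (r = 0.459, adjusted p = 0.000118) and *FABP4* (r = 0.372, adjusted p = 0.00289) rose with *ELOVL6*. For *ADIPOQ* r was 0.103, 0.472 and 0.489 in batches 1, 2 and 3, and for *FABP4* -0.237, 0.253 and 0.781. *FABP4* did not pass in batch 2 alone, and *ADIPOQ*, with a mean of 2.95, is near background.
*ELOVL6* lies on chromosome 8, and 18 of the 73 other genes of that chromosome moved with it (24.7%), against 407 of 2076 genes elsewhere (19.6%; Fisher's exact test, odds ratio 1.34, p = 0.295). It was 7 of 73 (9.59%) against 209 of 2076 (10.1%; odds ratio 0.947, p = 1) with 2 principal components added. Genes are not independent replicates in that test. From earlier associations of variants in and near *ELOVL6* together with its own results, the paper proposes, with caution, that a mutation in a regulatory element near *ELOVL6* acts on it and on genes nearby, *MGST2* and even *KIT* among them. Table S1 gives linkage effects of opposite sign on SSC8, 0.62 for *ELOVL6* at 98 cM and -0.46 for *MGST2* at 84 cM. A single element with these effects would move the genes in opposite directions. Their positive r of 0.282 across pigs is therefore not evidence for a shared element. Genotypes are not used here, so the proposal itself was not tested.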

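*KLF10*, a zinc finger transcription factor induced by TGF-beta, moved against *ELOVL6* across the pigs. After sex, batch and weight, r was -0.370 (permutation p = 0.00021, adjusted p = 0.000315 over 3 pairs of factor and target, n = 102). Spearman's rho was -0.423 (permutation p = 2e-05) and r without the 2 farthest pigs -0.365. It was -0.0274 in batch 1, -0.504 in batch 2 and -0.252 in batch 3, so it was close to absent in the 14 pigs of batch 1. In females it was -0.203 and did not pass (adjusted p = 0.406), and in males -0.529. Whether the sexes differ was not tested for this pair. *KLF10* averaged 11.97 ± 0.56 (SD, n = 102), with 12.10, 12.05 and 11.59 in batches 1, 2 and 3 (adjusted p = 0.00513 from limma). It was lower in females (difference -0.29, standard error 0.11, adjusted p = 0.0328). Both calls were lost after quantile normalization, where the adjusted p for sex was 0.25. No probe carries the name of *SREBF1*, *MLX*, *HNF4G*, *ESRRA* or *SP1*.
The relations of *SCD* and *MGST1* with *ELOVL6* had the same sign in each batch. For *SCD*, r was 0.698, 0.544 and 0.673 in batches 1, 2 and 3, rho over all pigs was 0.614 and r without the 2 farthest pigs 0.552. For *MGST1*, r was 0.372, 0.728 and 0.649, rho was 0.610 and r without the 2 farthest pigs 0.625. Of the 10 strongest relations in each direction among probes with a gene symbol, all had the same sign in every batch, and the largest permutation p was 5e-05. Both follow in part from choosing the strongest relations in the same pigs. The other positive ones included *SRSF6* (r = 0.545), *SFRP1* (r = 0.527), *FBN1* and *PTGR1* (both r = 0.515). The negative ones ran from -0.463 for *MRTO4* and -0.458 for *PAPD7* to -0.411 for *ZDHHC9*. *SFRP1*, *FBN1* and *ZDHHC9* did not pass in limma within batch 2 alone.

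**Figure D3:**
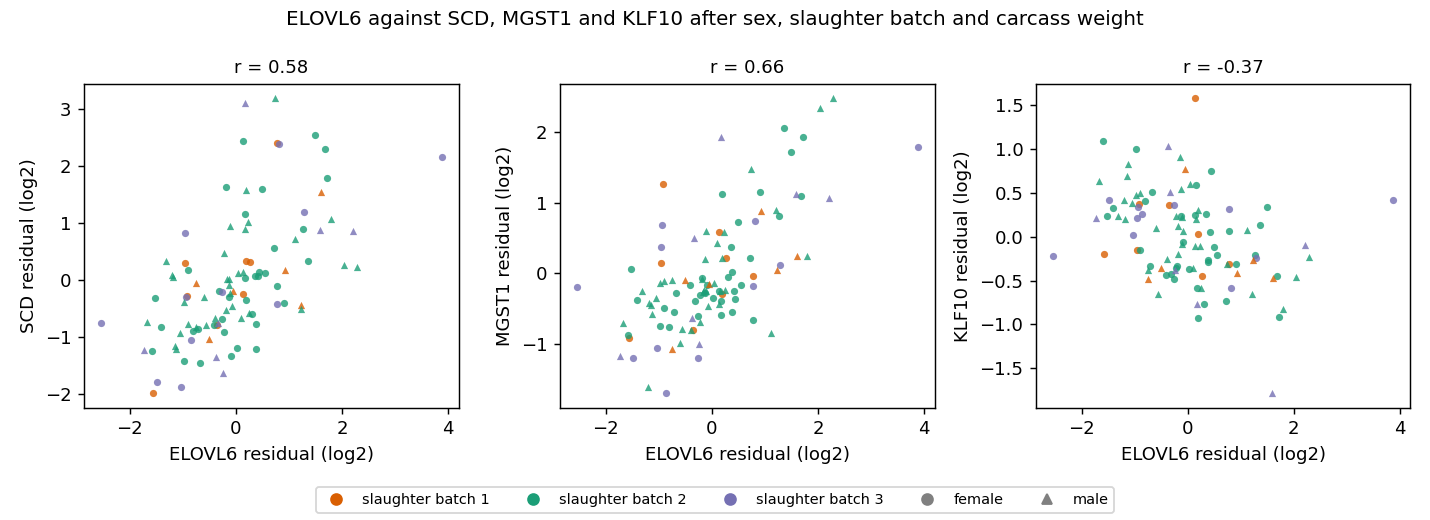
Residual log2 expression of *SCD*, *MGST1* and *KLF10* against that of *ELOVL6* after sex, slaughter batch and carcass weight, 1 point per pig and a colour per batch. Over the 102 pigs r is 0.578 for *SCD*, 0.656 for *MGST1* and -0.370 for *KLF10*.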

Regulatory binding sites in the *ELOVL6* promoter have been described for SREBP-1, MLX, HNF4-gamma, KLF10, ESRR-alpha and SP1 transcription factors [17]. However, none of them has been mapped within or even close to the SSC8 target region up to now. Therefore, further studies focused on possible regulatory elements around the *ELOVL6* gene region would allow us to determine the actual causal mutation underlying this QTL.

Finally, two other tissue-consistent regions were identified on SSC11 for C20:3 and on SSC17 for C16:0 by linkage QTL scans. 

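Expression of 7 genes that Table S1 pairs with regions of SSC11 and SSC17 was measured in the 102 pigs. The study chose these genes from the same pigs, so their differences are not independent evidence for the regions. *DPP4*, a peptidase of the cell surface, averaged 4.51 ± 1.21 (SD), with 5.50 ± 0.78 in batch 1, 3.98 ± 0.77 in batch 2 and 5.83 ± 1.39 in batch 3 (SD, adjusted p = 5.25e-11 from limma). *SGMS1*, a sphingomyelin synthase, averaged 6.61, 5.83 and 6.90 (adjusted p = 7.98e-10). *PTGR2*, a prostaglandin reductase, averaged 9.86, 9.25 and 10.10 (adjusted p = 2.17e-07). *AGPAT9*, an acyltransferase of glycerolipid synthesis, averaged 6.60, 5.65 and 6.37 (adjusted p = 1.2e-05), and the thyroid hormone receptor *THRB* 8.53, 8.07 and 8.64 (adjusted p = 4.16e-05). These 5 genes were lowest in batch 2, where the transcription factor *RUNX1* was highest, with 4.92, 5.93 and 4.98 (adjusted p = 0.00126). *PNPLA4*, a lipase, averaged 3.12, 3.12 and 2.76 (adjusted p = 0.0157, and 0.148 after quantile normalization), and its overall mean of 3.06 (percentile 1.25) is near background. All 12 genes of Table S1 passed the test for batch.
*RUNX1* was lower in females, with 5.18 ± 0.86 against 6.14 ± 1.47 in males (SD), a difference of -0.94 (standard error 0.22, adjusted p = 0.000954). *AGPAT9* was lower in females (difference -0.51, standard error 0.16, adjusted p = 0.0131, and 0.0844 within batch 2 alone). *PTGR2* did not pass with -0.28 (adjusted p = 0.0519). *DPP4*, *SGMS1*, *THRB* and *PNPLA4* did not differ between the sexes, with adjusted p-values from 0.352 to 0.844.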

Even if significant eQTL at nominal *P*-value were detected on these pQTL regions, no eQTLs remained significant after multiple test correction.

Although the candidate genes proposal has been based on gene expression data, it should be taken into account that the causal mutation does not necessarily provide gene expression changes. Therefore for those regions were significant eQTL or eTAS regions could not be detected, strong positional and functional candidate genes can be highlighted. For instance, the *RGS4* gene maps within the confidence interval of SSC4 region (at 95.09 Mb) and it constitutes a strong functional candidate gene for that pTAS region (94.00-99.01 Mb). 

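*RGS4* encodes a regulator that shortens G protein signalling. Its mean log2 expression in muscle was 2.81 ± 0.72 (SD, n = 102), with a range of 2.15 to 5.26. This lies at the percentile 0.44 of all probe means, near the background of the arrays. It averaged 3.54 ± 0.79 in batch 1, 2.50 ± 0.39 in batch 2 and 3.45 ± 0.87 in batch 3 (SD, adjusted p = 3.6e-10 from limma). The difference between females and males was -0.23 (standard error 0.11, adjusted p = 0.114). No probe carries the name of *TRIB3*.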

The *RGS4* gene codes for a member of the large family of RGS proteins that participate in several physiological processes. Specifically, RGS4 controls the balance between adipose tissue lipolysis and lipogenesis through fatty acid and glucose homeostasis [35]. Similarly, the *TRIB3* gene maps within the confidence interval of SSC17 QTL (at 39.52 Mb) and also constitutes a strong functional candidate gene for this QTL region (39–42 Mb). The *TRIB3* gene codes for a tribbles protein, which has been associated with the control of fatty acid synthesis and insulin resistance as well as regulating plasma triglyceride and HDL cholesterol levels in human species. Several mechanisms of molecular action have been proposed for the tribbles mediated control of these processes, including the regulation of signaling events, protein turnover and transcription [36]. Further structural studies of *RGS4* and *TRIB3* genes would help in the identification of the mutations underlying the quoted QTL effects in SSC4 for C16:0 and SSC17 for C16:0 content, respectively.

In spite of the limited number of animals employed in the present study, we have obtained consistent results, confirmed and identified new QTL regions for FA composition in BF and IMF, pleiotropic effects in both fat tissues and consistent gene expression results that allowed us to better understand the genetic basis of the fatty acid composition in porcine.

## Conclusions

The complementary genome scans conducted in the present study have allowed us to confirm several chromosome regions previously associated to fatty acid composition in backfat and intramuscular fat, but even more, to identify 24 new ones on SSC1, SSC3, SSC6, SSC7, SSC8, SSC11, SSC12, SSC13, SSC14, SSC15, SSC16 and SSC17. Although most of the detected regions were tissue-specific, supporting the hypothesis that the major part of the genes responsible for FA composition differs among tissues, seven chromosomal regions with tissue-consistent effects were detected on SSC1 for C16:0, on SSC4 for C16:0 and C18:2, on SSC8 for C16:0 and C16:1(n-7), on SSC11 for C20:3 and on SSC17 for C16:0. The complementary eQTL scans focused on the identified tissue-consistent regions have allowed us to identify some powerful candidate genes and target regions to be responsible for these pleiotropic effects, as the *PBX1* transcription factor and a transcription regulatory element close to *ELOVL6* gene.

## Methods

### Animals and phenotypic records

Animals from a backcross belonging to the IBMAP experimental population were used [18, 37]. The F1 was obtained from the cross between three Iberian Guadyerbas boars and 30 Landrace sows. Five F1 boars were coupled with 25 Landrace sows to obtain 157 backcrossed animals (BC). The percentage of 15 BF fatty acids and 16 IMF fatty acids were measured by gas chromatography in BF samples taken between the third and the fourth ribs and in 200 g of *Longissimus dorsi* samples, in the 157 BC animals (Additional file 3: Table S3). Animal manipulations were performed according to the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 about the protection of animals used in experimentation.

### SNP data

The 157 BC animals and their ancestors from F1 and F0 generations of the IBMAP experimental cross were genotyped with the PorcineSNP60 Genotyping Bead Chip (Illumina) using the Infinium HD Assay Ultra protocol (Illumina) [16]. Raw individual data had high-genotyping quality (call rate >0.99). The SNPs were filtered according to our previous study [28]. Briefly, those SNPs displaying call rates less than 0.85, a minor allele frequency less than 0.15, non-Mendelian inheritance and located in sex chromosomes or not mapped in the Sscrofa10assembly were removed. A total number of 14,503 SNPs (mean distance 0.16 Mb or 0.24 cM) were retained in the dataset and employed in the GWAS. Linkage disequilibrium (LD) map (Figure 4) shows high LD in all the autosomes, as expected by the experimental design. The LD value between adjacent SNP pairs (r^2^ = 0.38) is similar to the reported for six commercial European lines by Veroneze et al. [38], who these LD values enough for whole- genome studies. A selection of the most informative SNPs was carried out based in their genetic distance and according to the linkage maps generated in our previous study [28]. One of each group of contiguous SNPs with genetic distance equal to zero was retained as representative of the linkage group for subsequent analyses, a total of 8,417 SNPs were retained and used in the linkage QTL analyses. In a posterior step, the SNP sets used for the different analyses were re-annotated with the updated version *Sscrofa10.2* porcine genome assembly.

**Figure 4:**
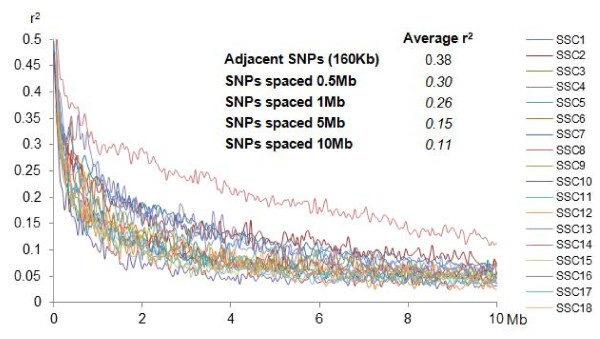
**Linkage disequilibrium across porcine autosomes from backcross animals.** Graphical representation of the average linkage disequilibrium (r^2^) between markers in the backcross animals at various distances ranging from 0 to 10 Mb. Average r^2^ for SNPs with adjacent positions (160 Kb), SNPs spaced 0.5 Mb, 1 Mb, 5 Mb and 10 Mb apart.

### Genome-wide scans

A genome-wide classical QTL scan was performed using the linkage maps built in our material in a previous study [28] and 8,417 SNPs evenly mapped across the 18 autosomes with the mean distances reported in Fernández et al. [39]. The first and basic QTL scan was performed in intervals of 1 cM, using the following single QTL and tissue specific single trait model:

where *y*_*ijk*_ is the *ijk-*th individual record of the percentage of a particular FA on the fat of one of the analyzed tissues (BF or IMF); *S*_i_ and *B*_j_ are the systematic effects for gender (male or female) and slaughter batch (three in total); *β* is a covariate coefficient with *CW*_*ijk*_ being the carcass weight; *a*_*QTL*_ is the QTL additive effect; *P*_*aijk*_ is the additive coefficient calculated as *P*_*aijk*_*= Pr(QQ) − Pr(qq)*, the probability of the *ijk*-th individual being homozygous for alleles of Iberian origin minus the probability of being homozygous of alleles of Landrace origin; *u*_*ijk*_ is the infinitesimal genetic effect; and *e*_*ijk*_ is the random residual. The infinitesimal genetic effect was considered as random, with covariance *Aσ*^*2*^_*u*_, *A* being the numerator relationship matrix.

Moreover, a series of analyses was carried out using bivariate models fitting single or two QTLs in the same chromosome, according to the decision tree represented in Figure 2a, for checking possible pleiotropic single QTL affecting the content of a particular FA in both tissues and other alternative hypothesis. The bivariate models were similar to the basic model nevertheless the (co)variances of the infinitesimal genetic effects are *A* ⊗ , where ⊗ denotes the Kronecker product and the *y* and *z* subindices correspond to the two traits, the respective content of each FA in BF and IMF. The bivariate single QTL model represents a QTL with pleiotropic effects in both tissues, and the bivariate two QTLs model represents the hypothesis of two different QTLs on the same chromosome affecting the content of the same FA in each tissue.

Genome-wide association analyses of the 14,503 SNPs mapped along the 18 autosomes were separately performed for the content of every FA on each tissue. The following standard animal model was used:

where *λ*_*ijkl*_ is an indicative variable related with the number of copies of one of the alleles of the *l*-th SNP, which takes values of 1 or −1 when the *ijk*-th animal was homozygous for each allele or 0 if the animal was heterozygous; *g*_*SNP*_ represents the additive effect of *l*-th SNP. Complementary analyses were carried out using bivariate association models, according to the decision tree represented in Figure 2b, for checking possible pleiotropic SNP affecting the content of a particular FA in both tissues.

Likelihood ratio tests (LR) for QTL or SNP effects were separately calculated comparing for every cM or SNP the appropriate full and reduced models. The nominal *P*-values were calculated assuming a χ2 distribution of LR values with the degrees of freedom given by the difference between the number of estimated parameters in the full and reduced models. All these analyses were performed using the Qxpak v5.1 software [40]. The 95% confidence intervals (CI) of the location of classical QTLs were calculated following Mangin et al. [41]. The procedure of Storey et al. [42], based on the distribution of nominal *P*-values resulting from the multiple LR tests, was used for controlling the false discovery rate (FDR) in every achieved genome scan at a desired level of FDR = 0.05.

Relations between physical and linkage distances were set up based in our previous linkage map study [28].

### Targeted eQTL mapping

The microarray expression data of *Longissimus dorsi* muscle samples from 102 BC individuals were obtained using Gene Chip Porcine Genome Arrays (Affymetrix, Boston, MA, USA). Similar expression data of backfat samples were also obtained from 40 of these BC individuals. Total RNA extraction, microarray hybridization, and scanning were performed according to Affymetrix protocols as described by Cánovas et al. [21]. Expression data were generated with Affymetrix GCOS 1.1.1 software. Microarray data quality evaluation was carried out with AffyPLM software in the Bioconductor Package (http://www.bioconductor.org). Data normalization to reduce technical variations between chips through GeneChipRobust Multi-Array Average algorithm was conducted with BRB-ArrayTools software (http://linus.nci.nih.gov/BRB-ArrayTools.html). Moreover, a “minimum fold-change” filter implemented in the BRB-ArrayTools was applied in order to select only probes displaying more than 20% of expression values over ± 1.5 times the median expression of all the 102 arrays of muscle samples. 

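Of the 5493 deposited probes, 5384 (98.0%) have more than 20% of their 102 values over 1.5 times above or below the probe's median, and 109 do not. The lowest share of such values for any probe is 16.7%. With the distance taken from the mean in place of the median, 5212 probes pass. At more than 10% of the values all 5493 pass, and at more than 30% 3258 do. Within the 70 pigs of batch 2 alone, a setting chosen after the data were seen, 3399 pass.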

Expression probe annotation was performed according to the updated version of Tsai et al. [43]. Ingenuity Pathways Analysis (IPA, https://analysis.ingenuity.com/pa) was used in order to search for predefined pathways and functional categories related to fatty acid or lipid metabolism. Additionally, a complementary analyses using DAVID database was carried out to investigate their functional implications and preselecting probes which correspond to genes related to fatty acid metabolism. A total of 485 probes were preselected, but in those cases where there was more than one probe representing the same gene only the probe with the highest expression mean was chosen.

As result of this targeted procedure, the expression data on *Longissimus dorsi* of 470 selected genes were used to map eQTL both by linkage and SNP association analyses. The analyses were conducted using the aforementioned respective basic models described for phenotypic QTL (pQTL), being now *y*_*ijk*_ the expression value of each one of the probes in the *ijk-*th individual. 

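Sex moved 1422 of the 5449 tested probes at an adjusted p under 0.05 from limma, with slaughter batch and carcass weight in the model. Of these, 640 were higher in females and 782 in males. After quantile normalization the numbers were 782 and 643, and 1271 of the 1422 probes were shared. *KDM6A*, an X-linked histone demethylase that escapes X inactivation, was higher in females by 0.97 (standard error 0.07, adjusted p = 4.62e-22, n = 55 and 47). *EIF1AY*, carried by the Y chromosome, was lower in females (difference -6.36), as was a probe annotated as the X-linked *ZFX* (difference -1.76, adjusted p = 2.38e-26). The mean of *EIF1AY* in females, 3.95, is near background, so the size of its difference is uncertain.
Of genes outside the sex chromosomes or with no position, *MEIS1*, a homeobox transcription factor, averaged 6.44 ± 0.59 in females and 5.41 ± 1.09 in males, a difference of 0.99 (standard error 0.16, adjusted p = 1.84e-06). *PPP1R3B*, which directs a phosphatase to glycogen, was higher in females by 0.98 (standard error 0.20, adjusted p = 0.000127). The desaturase *SCD* averaged 5.31 ± 1.22 in females and 4.55 ± 1.03 in males, a difference of 0.77 (standard error 0.22, adjusted p = 0.00687). *CDO1* was higher by 0.88, *TPM2* by 0.86, *EGF* by 0.73, *SIX4* by 0.71 and the growth inhibitor *MSTN* by 0.69. Males were higher in *PPARGC1A*, the coactivator of mitochondrial genes, with 11.47 ± 1.68 against 10.13 ± 0.98 (difference -1.43, standard error 0.26, adjusted p = 1.81e-05). They were also higher in *NR4A3*, an early response gene, with 8.83 ± 2.94 against 6.75 ± 2.05 (difference -2.20, standard error 0.49, adjusted p = 0.000446). *VEGFA* differed by -1.16 and *SMPDL3A* by -1.22.
Genes of fatty acid oxidation were lower in females as a list (camera adjusted p = 0.00501; adjusted p = 0.509 with an estimated correlation). Of 16 genes 8 were lower and none was higher, and 9 were lower when adjusted over the list alone. *PDK4*, which spares glucose for oxidation of fat, averaged 12.81 ± 0.64 in females and 13.47 ± 0.75 in males (difference -0.64, standard error 0.14, adjusted p = 0.000347). *PPARD* differed by -0.55 (adjusted p = 4.74e-05) and *CPT1B*, the carnitine transferase of muscle, by -0.44 (adjusted p = 0.00215). Fibroblast and extracellular matrix genes were higher in females (adjusted p = 0.0302; adjusted p = 0.509 with an estimated correlation), with 3 of 10 past, and 3 when adjusted over the list alone. The type I interferon list was higher as well (adjusted p = 0.0309; adjusted p = 0.509 with an estimated correlation), although 1 of 10 genes passed, *RSAD2* at 0.59, and 0 passed when adjusted over the list alone. *RSAD2* was lost with array weights, in batch 2 alone and with Benjamini-Yekutieli adjustment. With 2 principal components added, neither of these last lists passed (adjusted p = 0.0525 and 0.0647).
Lists that did not pass held genes that did. Of 9 lipogenesis genes 2 were higher in females, also when adjusted over the list alone (list adjusted p = 0.0895), *SCD* and *ME1*, the latter not in batch 2 alone. The fat cell marker *ADIPOQ* was higher in females, with 3.20 ± 1.27 against 2.66 ± 1.00 (difference 0.65, standard error 0.23, adjusted p = 0.0253), the only one of 6 adipocyte genes past the test, and not without the other covariates or with Benjamini-Yekutieli adjustment. Of 16 immediate-early and stress genes 6 were lower in females, also when adjusted over the list alone (list adjusted p = 0.0804), among them *MYC* at -0.91 and *ATF3* at -1.06. Of 11 glucocorticoid and fasting genes 6 were lower and 1 higher (list adjusted p = 0.0631). With all probes of a gene, the immediate-early and stress list (camera adjusted p = 0.0254) and the glucocorticoid and fasting list (0.0188) passed.

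**Figure D4:**
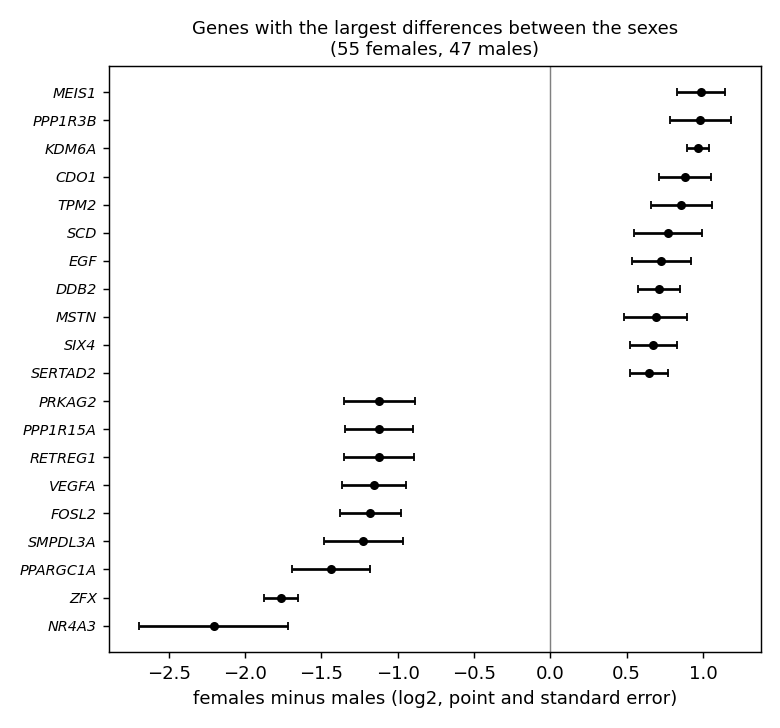
Difference in log2 expression, females minus males, with its standard error, 1 probe per gene. Shown are the 11 genes most above and the 9 most below 0 among probes with 1 gene symbol past the test. They run from 0.99 for *MEIS1* to -2.20 for *NR4A3*, without *EIF1AY* and LOC396706.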

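Slaughter batch moved 4721 of the 5449 probes. The authors had selected the deposited probes for variation over all 102 arrays, and a difference between batches helps a probe to pass. Within batch 2 alone, 3399 of the 5493 deposited probes pass that filter. The share that differs therefore does not describe all probes of the array. Between batches 1 and 2, 1784 were higher and 2261 lower in batch 1, and between batches 3 and 2, 1972 were higher and 2467 lower in batch 3. After quantile normalization the excess of lower probes was nearly gone, with 2023 higher and 2043 lower in batch 1 and 2213 and 2242 in batch 3. The first principal component of the arrays holds 38.9% of the variance, and 71.9% of it lies between batches. The second holds 10.2%, of which 35.7% lies between the sexes and 1.56% between batches. *DEDD*, a regulator of apoptosis, averaged 4.89 ± 0.89, 7.41 ± 0.54 and 4.37 ± 0.92 in batches 1, 2 and 3 (SD, n = 14, 70 and 18, adjusted p = 3.37e-29 from limma). A probe of *EF1ALPHA*, a factor of translation, showed the opposite order with 6.65, 4.29 and 7.37, and *EI24* averaged 3.20, 4.90 and 3.08 (adjusted p = 2.77e-28). The means of *EI24* in batches 1 and 3 are near background, so the sizes of its differences are uncertain. *ADIPOR1*, a receptor of adiponectin, averaged 9.62, 10.42 and 9.29.
With 1 probe per named gene, the median difference over all genes was -0.39 between batches 1 and 2 and -0.53 between batches 3 and 2. The list test compares a list with the other genes, while the counts of genes are limma calls against 0. Type I interferon genes were higher in batch 1 than in batch 2 (camera adjusted p = 0.000593; adjusted p = 0.756 with an estimated correlation). Of 10 genes 9 passed, also when adjusted over the list alone, with 1.71 for *IFIT3* (standard error 0.27, adjusted p = 2.31e-08), 1.74 for *RSAD2* and 1.24 for *IFI44L*. Fibroblast and extracellular matrix genes were also higher in batch 1 (adjusted p = 0.0439; adjusted p = 0.756 with an estimated correlation, and 0.0554 with 2 principal components added). Of 10 genes 6 were higher and 1 lower, and when adjusted over the list alone 6 were higher and 0 lower. Between batches 1 and 2 the actin difference (-1.28 against -0.80) and mean age (175.1 against 180.7 days) differ as well. No list passed between batches 3 and 2. The fast fibre genes *PYGM* and *ATP2A1*, too few for a list test, were lower in batch 1 (differences of -1.63 and -1.37 from batch 2) and in batch 3 (-1.82 and -1.42).
Carcass weight moved no probe in limma at an adjusted p under 0.05. The smallest adjusted p was 0.0555, and 589 probes had an unadjusted p under 0.05. With 2 principal components added 258 probes passed, and with array weights 126. Adding the components kept all 1422 calls for sex and all 4721 for batch, and raised the counts to 2130 and 4841. For these effects the setting thus only added calls, so the 258 are not independent evidence of a weight effect. The lipase *PNPLA2* had a slope of 0.14 per 10 kg (standard error 0.05, adjusted p = 0.337). Interferon genes fell with weight as a list, by a median of -0.12 per 10 kg against 0.01 over all genes (camera adjusted p = 0.00287; adjusted p = 0.869 with an estimated correlation), and 0 of its genes passed. Neither the interaction of sex with weight (0 probes in limma, 292 at an unadjusted p under 0.05) nor that of sex with batch (0 probes, 425 at an unadjusted p under 0.05) passed for any probe. The smallest adjusted p-values were 0.128 and 0.179.

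**Figure D5:**
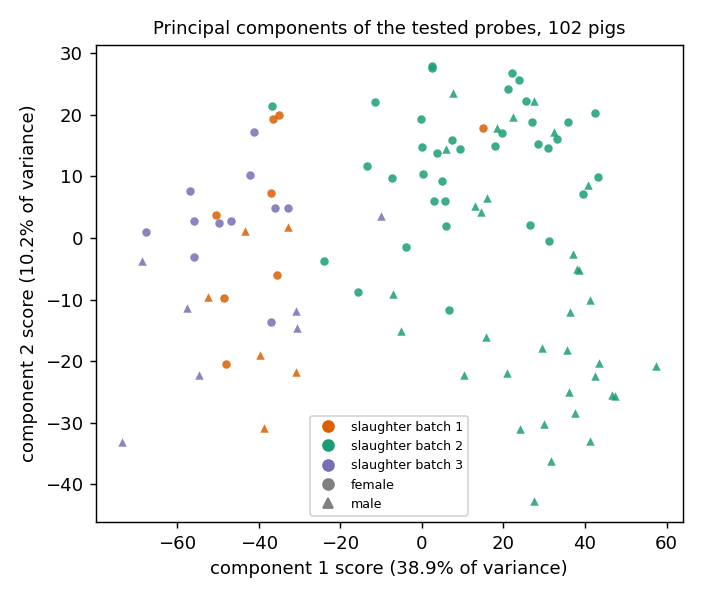
First against second principal component of the 102 muscle arrays over all tested probes, 1 point per pig, with colours for slaughter batches and symbols for sex. The components hold 38.9% and 10.2% of the variance, and along the first most pigs of batch 2 lie above most of batches 1 and 3, with overlap. Animal 99 of batch 2, at -36.7, lies among batches 1 and 3, and animal 70 of batch 1, at 15.0, among batch 2.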

Genetical genomics techniques assume that gene expression levels are affected by the polymorphisms affecting the trait of interest, and we focused this study exclusively on the chromosome regions with detected pleiotropic pQTL. Linkage mapping of eQTL was limited at positions spaced one cM within the CI of each identified pleiotropic pQTL, and the SNP association tests of expression values were only performed for the SNPs included in the chromosome regions of pleiotropic trait associated SNPs (TAS).

Testing for putative QTL positions in 470 expression traits produced a lot of nominal *P*-values that required multiple test corrections. As the performed tests were not independent, the effective number of probes and the effective number of marker tests by TAS were calculated according to Nyholt [44] using the alternative equivalent formula proposed by Moskvina et al. [45]. 

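Nyholt's effective number was computed for 100 random sets of 470 deposited probes past the filter, since the 470 probes of the study are not known in full. Its median was 390.4, or 83.1% of the probes, with a range of 379.3 to 400.2. For the 91 probes of Tables S1, S2 and 7 in the deposited values it was 81.4, or 89.4%. With Moskvina and Schmidt's number at an alpha of 0.05 in place of Nyholt's, the median for 470 probes was 301.6, or 64.2%. Over the residuals after sex, batch and weight, Nyholt's number was 437.9, or 93.2%.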

Finally, the procedure of Benjamini and Yekutieli [46] was used for controlling the FDR at a desired level of 0.20.

The correlation values between the expression levels in *Longissimus* and backfat samples of the genes affected by eQTLs were also calculated.

### Availability of supporting data

The complete microarray data set is available at Gene Expression Omnibus (GEO) under accession number GSE52626 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52626)

## Electronic supplementary material

Additional file 1: Table S1: Significant eQTL (nominal *P*-value <0.005) for *longissimus dorsi.*

Additional file 2: Table S2: Chromosomal Regions with TAS affecting gene expression in *longissimus dorsi* (nominal *P*-value <0.005).

Additional file 3: Table S3: Fatty acid composition of BF and IMF measured in (Iberian x Landrace) x Landrace pigs.

## Abbreviations

FA: Fatty acid
SFA: Saturated fatty acid
MUFA: Monounsaturated fatty acid
PUFA: Polyunsaturated fatty acid
QTL: Quantitative trait locus
SSC: Sus scrofa chromosome
SNP: Single nucleotide polymorphism
GWAS: Genome-wide association studies
BF: Backfat
IMF: Intramuscular fat
BC: Backcross
eQTL: Expression quantitative trait locus
eTAS: Expression trait-associated SNPs
Neff: Effective number of expression probes
Meff: Effective number of SNPs
LR: Likelihood ratio
TAS: Significant trait-associated SNPs
LPL: *Lipoprotein lipase*
LIPG: *Lipase, endothelial*
RDH16: *Retinol dehydrogenase 16 (all-trans)*
NUDT7: *Nudix (nucleoside diphosphate linked moiety X)-type motif 7*
IL1R2: *Interleukin 1 receptor type II*
MGST2: *Microsomal glutathione S-transferase 2*
ELOVL6: *Fatty acid elongase 6*
PBX1: *Pre-B-cell leukemia homeobox 1*
C/EBPbeta: CCAAT/enhancer binding protein (C/EBP), beta
AP-1: Jun proto-oncogene
AP-2: Transcription factor AP-2 alpha (activating enhancer binding protein 2 alpha)
PPAR: Peroxisome proliferator-activated receptor
SP1: Trans-acting transcription factor 1
SREBP-1: Sterol regulatory element binding transcription factor 1
MLX: MAX dimerization protein
HNF4: Hepatocyte nuclear factor 4
KLF10: Kruppel-like factor 10
ESRR: Estrogen-related receptor
RGS4: *Regulator of G-protein signaling 4*
TRIB3: *Tribbles homolog 3.*

How the deposited data were processed for this re-analysis (not part of the article)

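Gene expression had been measured in *Longissimus dorsi* of 102 backcross pigs with porcine expression arrays, 1 array per pig. The authors had generated the data with GCOS 1.1.1, checked array quality with AffyPLM and normalized with GCRMA in BRB-ArrayTools. The version of GCRMA is not given in the sources used here. The deposited values are log2 intensities, and the range of 0.80 to 16.00 and the array medians around 6.48 were checked against that unit. Arrays carry no counts, so no counting error is given, and the number of pigs limits the precision. Correlations between arrays over all probes ranged from 0.600 to 0.977 with a median of 0.893, and 0 pairs of arrays were identical.

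Of 5493 probes, 44 controls were left out (36 of them spike-in controls). Of the 5449 tested, 2639 had 1 gene symbol in the array annotation, 49 had several and 2761 had none. A RefSeq match was found for 2619 and a chromosome for 2581, and 2211 genes had a name. Sex, slaughter batch, age and carcass weight of each pig were taken from the sample descriptions, and 0 of their columns were left unused. The sex of an animal is its label. No array was regrouped by its expression.

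The main model was limma (version 3.58.1 in R 4.3.3; lmFit and eBayes) on sex, slaughter batch as 3 levels and carcass weight, two-sided, with Benjamini-Hochberg adjusted p under 0.05. Slopes on weight are per 10 kg. For *ELOVL6* and the other 7 genes of Table 7, the residual of the gene's probe was the tested effect and its own probe was left out. Gene lists were tested with camera at an inter-gene correlation of 0.01 when at least 5 of their genes were measured, adjusted within each comparison, and again with an estimated correlation. Correlations between 28 pairs of the 8 genes and 3 pairs of transcription factor and target were computed on residuals, with 100000 permutations and Benjamini-Hochberg adjustment within each family. A difference in correlation between the sexes was tested with 20000 permutations for the 28 pairs. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these and for the figures. Pigs were treated as independent, although they are related, because the pedigree is not used here.

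The comparisons, the lists, the rule for named genes and most alternatives were set before the data were examined. The rule named every gene that the paper names for expression and every gene of Table S1, by the paper's probe or else the one with the highest mean. For sex it named the 12 probes with 1 symbol and the largest difference in each direction, for weight and *ELOVL6* the 10 largest in each direction. For batch and the interactions it named the 8 with the largest F, and for the other 7 genes of Table 7 the 3 largest correlations in each direction, always among probes with 1 symbol. It added up to 4 members of any list by the smallest p. Values in the paper's tables had been seen before the rule was written. Lists used 1 probe per gene, the one with the highest mean, except that genes of Tables 7 and S1 used the paper's probes.

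The 19 lists were lipogenesis, cholesterol synthesis and uptake, fatty acid oxidation, peroxisome, leukotriene and prostaglandin metabolism, adipocyte, slow oxidative muscle fibre, fast glycolytic muscle fibre, endothelial cell, fibroblast and extracellular matrix, macrophage, lymphocyte, mast cell, red blood cell, nuclear-coded oxidative phosphorylation, immediate-early and stress response, glucocorticoid and fasting response, type I interferon response and Y-linked genes. Of these 12 were tested with camera.

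Alternatives to the model were quantile normalization of the deposited values, age or the first 2 principal components as further effects, no other covariates, limma array weights, slaughter batch as a random block, batch 2 only, each sex only for correlations, and Spearman's rho. Others were leaving out the 2 pigs farthest from the median, probes with a mean under 4, probes that did not pass the authors' filter or an array whose sex-specific probes go against its label, Benjamini-Yekutieli adjustment at 0.20 and all probes of a gene in lists. For the filter and the effective number, other shares, the mean and other formulas were tried. After the data had been seen, the actin 5′ minus middle difference and the mean of the spike-in controls were added as effects, 4 arrays with signal of both sexes or of the other sex were left out, and the filter was repeated within batch 2.

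The model was tested on simulated data with 100 changed probes of 5449. At a change of 1 SD it recovered 92% for sex, 68% for batch, 100% for weight and 100% for *ELOVL6*. At 0.5 SD it recovered 18%, 8%, 90% and 99%. Of 40 simulated pairs with an r of 0.5, 40 were called at an unadjusted p under 0.05, and of 40 independent pairs 1 was. Weaker correlations were not simulated.

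Genotypes, fatty acid composition, the pedigree and the backfat arrays are not used here. Linkage and association mapping, expression QTLs and the correlations between muscle and backfat are therefore not analysed here. Some further results are not reported here.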

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

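The tests on the male-specific probes, and the settings with the actin difference, with the spike-in mean and without 4 arrays, were chosen only after the results were seen.

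The paper used sex and slaughter batch as effects in its model and did not report on their effect on expression. The probes higher in females (640) and in males (782) are a signal in data that it did not analyse in this way, as are the 4721 probes that differ between slaughter batches. When the labels of the 102 pigs were permuted in 100 splits, the real one included, 1 split gave as many as 640 probes, and the highest other gave 3. For the 782 probes it was 1 split, and the highest other gave 1. For batch it was 1 split, with 301 as the highest other. Chance can be excluded for these 3 counts. It cannot for the gene lists. With 3 lists between the sexes, 38 of 100 splits gave as many, with 7 as the highest other, and with 2 lists between batches 91 of 100 did, with 10 as the highest other. For the interactions of sex with weight and of sex with batch, limma called 0 probes, at 292 and 425 with an unadjusted p under 0.05. Every split gives at least 0, so the splits do not bear on chance there. The highest other split gave 13 for weight and 568 for batch, where the median of the other splits was 0. The count of 568 may point to a structure of the samples or to correlated probes, and neither was tested.

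Most tested probes differ between the slaughter batches, among probes that the authors had selected for variation over all arrays. An array-wide shift left by the normalization is argued against by quantile normalization, after which 4722 probes differed, 4531 of them shared. RNA degradation stays open. With the actin 5′ minus middle difference in the model 4192 probes still differed, although *ELOVL6* and the probe named for *RDH16* were lost there. That difference comes from a single control gene, so adjusting for it may leave degradation of other RNAs in place. Its means, -1.28, -0.80 and -1.32 in batches 1, 2 and 3, also set batch 2 apart. Age as the whole cause is argued against by the 4558 probes that differed with age in the model, 4503 of them shared, and by the 4439 between batches 3 and 2, whose mean ages were 181 and 181 days. A labelling run stays open, since the spike-in mean was not found to differ between batches (permutation p = 0.752) and the 4710 probes with it in the model therefore exclude nothing, and so do conditions that the labels do not give, such as season, feed, handling or the day of hybridization, which were not tested.

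The probe that Table 7 pairs with *RDH16* is annotated as *ATP2A2*. If it followed *ATP2A2* RNA, it should go with the other 2 probes of that gene, and the lower of the 2 correlations was 0.139, where those 2 reached 0.916 with each other. This is too near the bound of 0.2 set for the test to exclude that it follows *ATP2A2* in part, and both gene names stay open. No biological explanation was tested for this pattern.

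In pigs labelled female, 3 had a level of the Y-linked *EIF1AY* past 6.82, the midpoint of the medians of the sexes, a signal that the paper does not report. Cross-hybridisation of the *EIF1AY* probe alone to the X-linked copy is argued against in animal 31, where the other 6 male-specific probes averaged 7.81 against 3.96 (SD 0.58, highest 5.69) in the 52 labelled females not past that midpoint, and stays open in animal 102 (5.45), while the range of 6.46 over the 54 labelled females without animal 94 follows from how the pigs were picked. RNA of a male in the samples stays open too, since the other 6 male-specific probes went with *EIF1AY* in those females at a median r of 0.675, from 0.0453 to 0.940. In animal 31 (*EIF1AY* 9.26) the female-specific probes shifted by -0.25, where a mixture would give -0.88 and the SD over 53 females was 0.33, which cannot be told apart from either. For animal 94 a wrong label is a candidate explanation, since 13 of its 13 sex-specific probes lay in the range of the males, and without it 639 probes were higher in females and 789 in males.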

How the results depend on the processing

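The settings with the actin difference, with the spike-in mean, without 4 arrays and the filter within batch 2 were chosen only after the data were seen. For every change named here, the cause was not tested, except that batch 2 only and each sex alone use fewer pigs.

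The split of sex-related probes turned with quantile normalization, from 640 higher in females and 782 in males to 782 and 643. With 2 principal components, 897 probes were higher in females and 1233 in males, and all 1422 calls of the main model stayed. The calls for batch stayed as well, so for these effects that setting only added calls. The 0 probes with a slope on weight (limma, 589 at an unadjusted p under 0.05) became 258 with 2 principal components, 126 with array weights, 3412 with no other covariates, and 1 each with batch as a random block, with the spike-in mean and without 4 arrays. The 1130 probes that moved with *ELOVL6* became 488 with 2 principal components (416 rising and 72 falling, where it was 669 and 461), 753 with Benjamini-Yekutieli at 0.20, 3561 with no other covariates and 338 in batch 2 only. They became 775 with the actin difference added. The count for batch stayed between 4192 and 4841 in all settings run, but quantile normalization evened the directions, from 1784 higher and 2261 lower in batch 1 than in batch 2 to 2023 and 2043.

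The number of pairs of Table 7 genes past the test went from 3 to 1 with 2 principal components, 1 in batch 2, 1 in males and 0 in females. The r of *ELOVL6* and *MGST2* no longer passed with 2 principal components (0.169), in batch 2 (0.312), in females (0.220), in males (0.332) and with the actin difference (0.230). For *ELOVL6*, 0 factors passed in females.

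With an estimated correlation 0 lists passed for sex, 0 for weight, 0 between batches 1 and 2 and 1 for *ELOVL6*. With all probes of a gene it was 6 for sex, 2 for weight, 4 between batches 1 and 2 and 2 between batches 3 and 2. In that setting the interferon list also passed for *ELOVL6* (adjusted p = 0.0105). With 2 principal components the number of lists was 1 for sex, 1 between batches 1 and 2 and 8 for *ELOVL6*, where fatty acid oxidation turned to a rise (adjusted p = 0.019; main adjusted p = 0.872). The slope of *CEBPB* on weight turned to 0.26 with no other covariates, and the difference of *PECAM1* between batches 1 and 2 to -0.026 with age added.

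The filter passed 3258 probes at more than 30% and 3399 in batch 2. The effective share was 64.2% with Moskvina and Schmidt's number and 93.2% over residuals. Of named genes that passed, 41 of 53 did so in every setting for sex, 21 of 27 for batch and 17 of 47 for *ELOVL6*, and 37 passed for weight in some setting. Between batches 1 and 2 it was 30 of 53, with 1 reversed in some setting, and between batches 3 and 2 it was 46 of 55. Signal near background limits *RGS4*, *ADIPOQ*, *PNPLA4* and *KIT*. It also limits *EI24* in batches 1 and 3 and *EIF1AY* in females.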

Differences from the paper's values

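The mean log2 values of the deposited muscle arrays are over all 102 pigs, a wider group than the 40 pigs of Fig. 3, and the paper's means were read from the figure. The paper does not state whether the muscle values of Fig. 3 were normalized together with the backfat arrays. A difference in normalization was therefore not tested. For *LIPG* the paper's mean is about 6.6 in Fig. 3, read by eye, and the value here is 4.42. For *ELOVL6* the paper's is about 7.1 in Fig. 3, read by eye, against 4.78, and for *KIT* about 5.9 in Fig. 3, read by eye, against 3.99. For these 3 genes each alternative set before the data were examined (quantile normalization, batch 2 only, females only and males only) still differs from the paper's value, and the highest mean that any 40 of the pigs can give lies below it.

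For the probe that the paper names *RDH16*, annotated as *ATP2A2*, the paper's mean is about 6.1 in Fig. 3, read by eye, against 5.15. In batch 2 only it was 5.32 and no longer differs by more than the spread, while quantile normalization, females only and males only still differ. For *NUDT7* the paper's mean is about 7.9 in Fig. 3, read by eye, against 6.99. After quantile normalization the mean is the same to 2 decimals (6.99) and falls just within the bound, in males only it no longer differs by more than the spread, and batch 2 only and females only still do. The highest mean that any 40 of the pigs can give is 6.06 for the *RDH16* probe and 7.85 for *NUDT7*. Both are so close to the paper's 6.1 and 7.9 that reading by eye cannot tell whether they lie below. The values for *MGST2* and *IL1R2* did not differ by more than the spread.

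For the effective number of its 470 probes the paper's value is 207.45, and the value for random sets of as many probes is 390.4. With Moskvina and Schmidt's number, set before the data were examined, it was 301.6, still above the paper's value but within 1.5 times of it. The paper describes its formula as equivalent to Nyholt's, so this closer value does not show that the formula explains the difference. Nyholt's number over the residuals was 437.9 and still differs.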

Other observations

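The X chromosome shares and the tests of a difference in correlation between the sexes were chosen only after the data had been seen.

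Lists that do not appear at a claim gave these results. Between the sexes the cholesterol list had 1 of 6 genes higher and 1 lower in females (camera adjusted p = 0.613), leukotriene and prostaglandin genes 3 of 7 higher (adjusted p = 0.345; 3 higher and 2 lower when adjusted over the list alone), and endothelial genes 3 of 7 lower (adjusted p = 0.0631; 5 when adjusted over the list alone). With all probes of a gene the endothelial list passed (camera adjusted p = 0.0188). The lower endothelial genes were *PECAM1* at -0.29, *ESAM* at -0.33 and *TEK* at -0.21. Without the other covariates *PECAM1* and *TEK* did not pass. Of 8 slow fibre genes 0 passed in limma (list adjusted p = 0.758), and of 7 macrophage genes 0 did (list adjusted p = 0.345). Of lists with fewer than 5 measured genes, the mast cell list had 1 of 2 higher in females, *MS4A2* at 0.40. Peroxisome genes had 0 of 3, fast fibre genes 0 of 2 and oxidative phosphorylation 0 of 2 past, 1 of the latter lower when adjusted over the list alone. The Y-linked list had 1 of 1 lower. No gene of the lymphocyte and red blood cell lists was measured.

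Counts of genes between batches are limma calls against 0, while the list test compares with the other genes. Between batches 1 and 2, 7 of 11 glucocorticoid and fasting genes were lower in batch 1 (list adjusted p = 0.162), with *CEBPD* at -1.62, and 4 of 7 macrophage genes were higher (list adjusted p = 0.148), with *MRC1* at 1.26, which did not pass with age added. Slow fibre genes had 3 of 8 higher (list adjusted p = 0.148) and adipocyte genes 4 of 6 lower (0.589). Using all probes of a gene, the camera adjusted p was 0.0257 for the macrophage list and 0.0269 for the slow fibre list. Fatty acid oxidation had 3 higher and 8 lower (0.927), and its median difference of -0.35 lies above the -0.39 over all genes. Between batches 3 and 2 the interferon list had 5 of 10 higher (0.0614; 0.00314 with all probes of a gene), and immediate-early genes had 1 higher and 9 lower of 16 (0.925).

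With *ELOVL6*, 1 of 10 interferon genes passed (list adjusted p = 0.082; 0.0105 with all probes of a gene), 1 of 7 endothelial genes (0.135), 1 of 6 cholesterol genes (0.272) and 3 of 16 fatty acid oxidation genes, 1 rising and 2 falling, with *PPARD* at r = -0.404. Slow fibre genes had 0 of 8 (0.22) and macrophage genes 0 of 7 (0.417) past in limma. The slow fibre list (0.00129) and the endothelial list (0.000649) passed with 2 principal components added.

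Of 71 genes of the X chromosome, 10 were higher in females (14.1%) against 169 of 2079 elsewhere (8.13%; Fisher's exact test, p = 0.0803), and 14 were higher in males (19.7%) against 335 (16.1%; p = 0.413). *KIT* correlated with 0 of 73 other genes of chromosome 8 and with 2 of 2076 elsewhere. None of the 28 pairs of Table 7 genes had a correlation that differed between the sexes by permutation, and the smallest adjusted p was 0.518.

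*FOS*, a subunit of the AP-1 transcription factor, averaged 9.69 ± 2.02 over the 102 pigs (SD), with 10.11, 9.95 and 8.39 in batches 1, 2 and 3 (adjusted p = 0.0257 from limma, lost with age added and in 4 further settings). *CEBPB* averaged 12.62 ± 0.83, with 11.94, 13.04 and 11.53 by batch (adjusted p = 1.38e-17 from limma). It was lower in females (difference -0.38, standard error 0.10, adjusted p = 0.00394).

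Animal 39, labelled male, had a mean of 6.83 over the female-specific probes, against 2.98 ± 0.31 (SD) in the 46 other males, with *EIF1AY* at 10.39. Animal 102, labelled female, had *EIF1AY* at 8.13. Of the pigs labelled female, 10 had *EIF1AY* over 5, where the median of the females was 3.26.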
